# Genetic deletion of osteopontin in TRAMP mice skews prostate carcinogenesis from adenocarcinoma to aggressive human-like neuroendocrine cancers

**DOI:** 10.18632/oncotarget.6678

**Published:** 2015-12-19

**Authors:** Giorgio Mauri, Elena Jachetti, Barbara Comuzzi, Matteo Dugo, Ivano Arioli, Silvia Miotti, Sabina Sangaletti, Emma Di Carlo, Claudio Tripodo, Mario P. Colombo

**Keywords:** prostate cancer, extracellular matrix, osteopontin, neuroendocrine

## Abstract

Osteopontin (OPN) is a secreted glycoprotein, that belongs to the non-structural extracellular matrix (ECM), and its over expression in human prostate cancer has been associated with disease progression, androgen independence and metastatic ability. Nevertheless, the pathophysiology of OPN in prostate tumorigenesis has never been studied. We crossed TRansgenic Adenocarcinoma of the Mouse Prostate (TRAMP) mice with OPN deficient (OPN^−/−^) mice and followed tumor onset and progression in these double mutants. Ultrasound examination detected the early onset of a rapidly growing, homogeneous and spherical tumor in about 60% of OPN^−/−^ TRAMP mice. Such neoplasms seldom occurred in parental TRAMP mice otherwise prone to adenocarcinomas and were characterized for being androgen receptor negative, highly proliferative and endowed with neuroendocrine (NE) features. Gene expression profiling showed up-regulation of genes involved in tumor progression, cell cycle and neuronal differentiation in OPN-deficient versus wild type TRAMP tumors. Down-regulated genes included key genes of TGFa pathway, including SMAD3 and Filamin, which were confirmed at the protein level. Furthermore, NE genes and particularly those characterizing early prostatic lesions of OPN-deficient mice were found to correlate with those of human prostate NE tumours. These data underscore a novel role of OPN in the early stages of prostate cancer growth, protecting against the development of aggressive NE tumors.

## INTRODUCTION

Prostate carcinoma (PCa) is one of the most common tumors in developed countries and the second leading cause of cancer-related death in the USA [1]. PCa is a multifocal disease, which progresses from high-grade prostate intraepithelial neoplasia (PIN). Initially, the tumor responds to therapies that mainly consist in androgen ablation, but it eventually becomes androgen resistant due to alterations in androgen receptor expression or related signalling. The main drivers of PCa development and progression are still unknown and effective therapies for the androgen-resistant stage are not yet available.

Stromal microenvironment modifications occurring at the stage of precancerous PIN lesions are no longer considered bystanders. In this context, SIBLINGs (Small Integrin-Binding Ligand N-Linked Glycoproteins), a family of non-structural extracellular matrix (ECM) proteins, seem to favor tumor progression by hijacking their physiological functions in wound healing and tissue remodeling [2].

Osteopontin (OPN) is a secreted protein, belonging to SIBLINGs, present in body fluids and almost ubiquitous in tissues. OPN contributes to tissue homeostasis through the regulation of stem cell pools within specific niches [3]. OPN over-expression in human PCa has been associated with disease progression towards androgen independence and metastasis [4, 5]. Therefore, at the late stages of PCa OPN targeted inactivation might be a promising strategy. However, the role of OPN at onset of PCa has not been investigated so far. To address this issue, we crossed OPN deficient (OPN^−/−^) mice with the TRansgenic Adenocarcinoma of the Mouse Prostate (TRAMP) mice, which carry the SV40 large T antigen (Tag) under the control of the rat probasin regulatory element, selectively activated by androgens in the prostate epithelia. TRAMP mice invariantly develop PIN (8-16 weeks) that progresses to focal invasive adenocarcinoma (16-20 weeks) and then to moderately differentiated (24 weeks) and poorly differentiated (24-30 weeks) adenocarcinoma [6, 7].

Although the reported over-expression of OPN in advanced disease let envisage tumor reduction in OPN^−/−^TRAMP mice, we unexpectedly observed the early onset of highly proliferative, anaplastic androgen-independent tumors, characterized by a neuroendocrine (NE) phenotype. The corresponding human NE carcinoma characterized by aggressive behaviour, poor response to standard treatments and dismal prognosis [8, 9] accounts for nearly 10% of cases and seldom occurs in relatively young patients. Notably, areas of NE differentiation occur in advanced PCa patients after androgen ablation therapy [10, 11]. Five to ten percent of TRAMP mice spontaneously develop tumors with the NE phenotype. The mechanisms driving their onset in OPN deficiency are here investigated [12].

## RESULTS

### OPN deletion enhances anaplastic tumor development in TRAMP mice

We followed tumor onset and progression in OPN^−/−^TRAMP (*n* = 14) and TRAMP (*n* = 16) mice between 12 and 30 weeks (wks) of age by ultrasound (US) echographic examination. US allows evaluating prostate morphology and dimensions, and the elastomeric response to the echographic probe pressure, highlighting density alterations. The scan performed in 3D mode allows inspection of every prostatic lobe for the presence of tumor before it becomes palpable. US and histologic analyses of the prostate revealed no differences between the two strains until mice were 15 wks old. Between 18 and 22 wks of age a large, well-defined spheroid tumor appeared in OPN^−/−^TRAMP (Figure 1A and 1B) but not in age-matched TRAMP mice (Figure 1A). These spheroid tumors were even larger than the heterogeneous and multifocal tumors, also infiltrating the seminal vesicles, that characterize 30 wks old TRAMP mice (Figure 1A). Such growth differences were confirmed by weighting the genitourinary organs after necropsy at 30 wks of age or following mice survival (Figure 1C).

**Figure 1:**
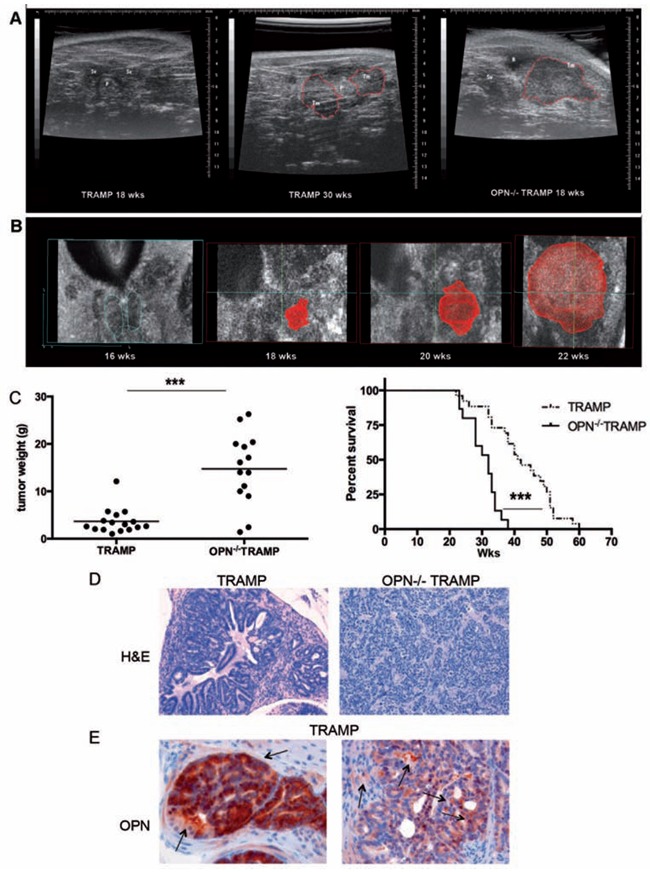
OPN^−/−^ TRAMP mice develop anaplastic tumors with increased frequency **A.** TRAMP and OPN^−/−^ TRAMP mice (*n* = 16 and 14, respectively) were followed for tumor growth by echographic ultrasound examination. Representative echographic abdominal imaging of prostate of 18wks (left) and 30wks old TRAMP (center) or 18 wks old OPN^−/−^TRAMP (right) mice are reported. Red dashed lines outline tumor mass. Scale bars at the borders are in millimeters. **B.** 3D rendering of echographic images of prostatic tumor growth (outlined in red) in a OPN^−/−^TRAMP mouse at 16, 20, 22 wks. **C.** Left: Mice followed echographically as described in (a) were euthanized at 30 wks of age. Graph reports weight of genitourinary apparatus of TRAMP (*n* = 16) and OPN^−/−^TRAMP (*n* = 14) as indicator of tumor burden (Student's *T* test: ***: *p* < 0.0001). Right: Alternatively, two other cohorts of TRAMP (*n* = 26) and OPN^−/−^ TRAMP (*n* = 15) mice were followed for survival; graph depicts Kaplan-Meier survival curve (Log Rank test: ***: *p* < 0.0001). **D.** Representative H&E staining of adenocarcinoma developing in 30 wks old TRAMP mice or anaplastic tumors grown in 18 wks old OPN^−/−^TRAMP mice. Magnification x200. At least 3 mice per group/age were analyzed and one representative picture is reported. **E.** Representative OPN staining in adenocarcinoma samples developing in 30 wks old TRAMP mice. Magnification x400. Arrows highlight positive cells. At least 3 mice per group/age were analyzed and one representative picture is reported.

Histopathological analysis was performed on cohorts of mice sacrificed at different time points (18 to 20 wks, 20 to 30 wks, > 30 wks). Anaplastic lesions (Figure 1D, right) were present in roughly 60% of OPN^−/−^TRAMP mice in all cohorts, but only in few TRAMP mice and only after the 20th week of age (Table 1). Conversely, multifocal adenocarcinoma lesions (Figure 1D, left) were present in the majority of TRAMP mice at all time points (Table 1). As expected, positivity for OPN was found in both epithelial and stromal cells in TRAMP prostates (Figure 1E).

**Table 1:** Percentage of mutifocal or anaplastic lesions detected by histology in prostates of TRAMP or OPN−/− TRAMP mice at the indicated time points

	18<wks<20 (*n* = 7 TRAMP; *n* = 7 OPN−/−TRAMP)		20<wks<30 (*n* = 15 TRAMP; *n* = 15 OPN−/−TRAMP)		=30wks (*n* = 16 TRAMP; *n* = 14 OPN−/−TRAMP)	
	Multifocal lesions	Anaplastic lesions	Multifocal lesions	Anaplastic lesions	Multifocal lesions	Anaplastic lesions
**TRAMP**	100%	0%	78%	22%	93%	7%
**OPN −/− TRAMP**	50%	50%	40%	60%	46%	54%

To compare the anaplastic lesions from the two strains, tumors were collected at 30 wks of age for histopathology and immunohistochemistry. At this age, both strains develop poorly differentiated lesions. However, tumors formed in OPN^−/−^TRAMP mice were characterized by marked anaplasia and higher expression of Ki67, N-cadherin and laminin (Figure 2).

**Figure 2:**
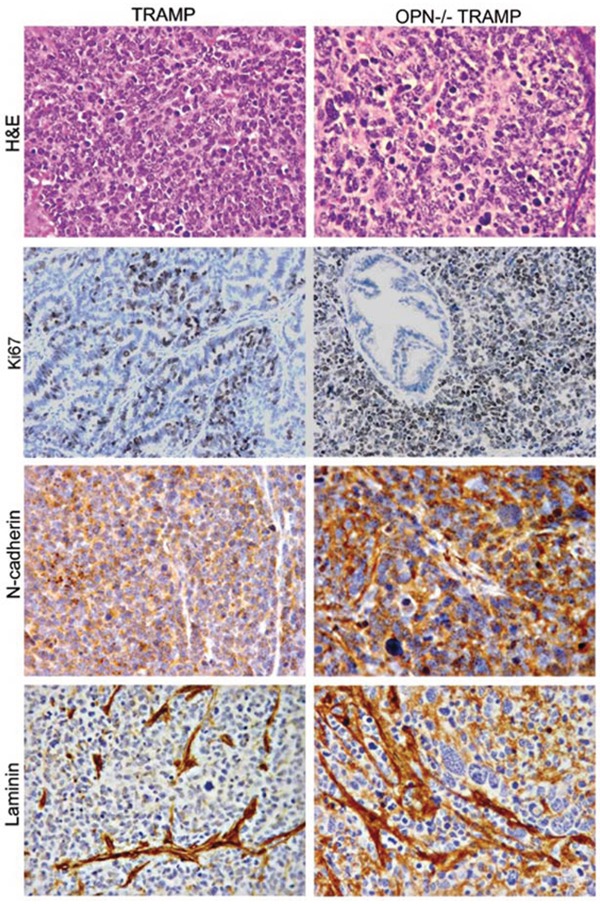
Phenotype of anaplastic lesions developing in TRAMP and OPN^−/−^TRAMP mice Representative hematoxilin and eosin (H&E) staining and immunohistochemistry for Ki67, N-cadherin and Laminin of anaplastic tumors developing in 30 wks old TRAMP and OPN^−/−^TRAMP mice as indicated. Magnification ×400. At least 3 mice per group were analyzed and one representative picture is reported.

These data suggest that the lack of OPN at the beginning of the transformation process skews the nascent tumor towards a more aggressive, undifferentiated phenotype.

### Absence of OPN promotes androgen-independent tumor growth in the early stages of prostate carcinogenesis

Androgen receptor was expressed by normal and transformed glandular prostatic tissue of TRAMP mice (Figure 3A) as well as by normal epithelial cells of OPN^−/−^ TRAMP prostates, but not by tumors of OPN^−/−^ TRAMP mice (Figure 3B). This finding suggested that in OPN^−/−^TRAMP mice tumors could rise as androgen independent.

**Figure 3:**
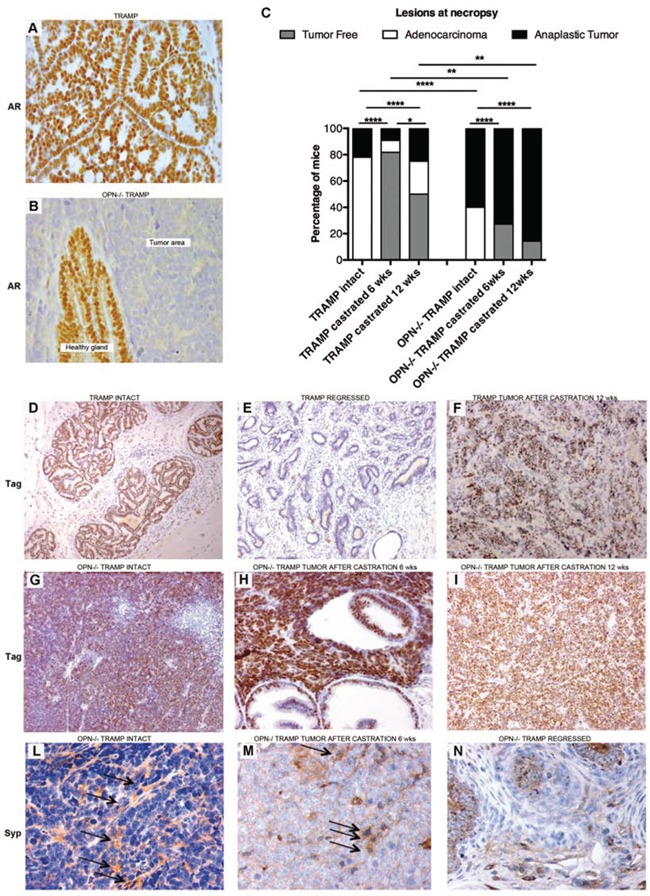
Anaplastic tumors developing in OPN^−/−^ TRAMP mice are androgen independent and express NE markers **A–B.** Representative immunohistochemistry staining of androgen receptor (AR) showing positivity in transformed prostates of 18 wks TRAMP mice (A), and in healthy glands surrounding tumor mass in age-matched OPN^−/−^TRAMP mice (B). Tumor areas in OPN^−/−^ TRAMP mice were AR negative (B). Magnification x400. At least 3 mice per group were analyzed and one representative picture is reported. **C.** Frequency of prostatic lesions in TRAMP and OPN^−/−^TRAMP either intact, or castrated at 6 (*n* = 11 for both groups) or 12 wks (*n* = 4 and 7, respectively) and sacrificed at 30 wks of age. (Fisher exact test *: *p* < 0.05; **: *p* < 0.01; ****: *p* < 0.0001) **D–F.** Representative Tag staining in prostate of intact TRAMP mice (D), in regressed prostate (E) or in anaplastic tumors (F) emerged in TRAMP mice after being castrated at 12 wks. Magnification × 200. **G–I.** Representative Tag staining in anaplastic prostate tumors developed in OPN^−/−^TRAMP mice either intact (G), castrated at 6 wks (H), or at 12 wks (I). **L–N.** Representative synaptophisin (Syp) staining in tumors developed in OPN^−/−^TRAMP mice either intact (L) or castrated at 6 wks (M) or in OPN^−/−^TRAMP mice showing prostate involution after castration (N). Arrows indicate positive cells. Magnification × 200.

Androgen ablation is a standard treatment for patients with advanced PCa (www.cancer.gov/types/prostate/hp/prostate-treatment-pdq#section/all). Unfortunately these patients frequently develop androgen resistance and ineffective treatment options remain. This setting can be modeled in TRAMP mice by castration [13]. We investigated whether the lack of OPN affects mice susceptibility to hormone withdrawal in early phases of tumor development. TRAMP and OPN^−/−^TRAMP mice (both *n* = 11) were castrated before sexual maturation (6 wks) and tumor growth was monitored by US examination. Among castrated TRAMP mice, 9 showed prostate involution, 1 developed adenocarcinoma and the remaining one developed an anaplastic spheroid tumor with incidence similar to that of non-castrated TRAMP mice (12%; Figure 3C). Castrated OPN^−/−^TRAMP mice did not develop any evident adenocarcinoma, whereas 8 showed anaplastic tumors (73%, versus 60% of non-castrated littermates). Prostate involution occurred in the remaining 3 (27%) castrated mice (Figure 3C). Castration after sexual maturation (12 wks) did not change the incidence of anaplastic tumors in OPN^−/−^TRAMP mice, but increased up to 25% the rate of anaplastic tumors in TRAMP mice (Figure 3C) as expected [13, 14].

In TRAMP mice the expression of Tag is controlled by the rat Probasin promoter [6] which is regulated by androgens [15]. That means that Tag expression in TRAMP mice reflects androgen responsiveness of epithelial prostate cells. Immunohistochemistry revealed Tag expression by luminal cells of intact tumorigenic prostate glands of TRAMP mice (Figure 3D) but not by cells of involute prostates (Figure 3D). As already seen by others [13, 16], Tag expression was maintained in cells of anaplastic lesions occurring in castrated TRAMP mice (Figure 3F). Interestingly, Tag was expressed at high levels on anaplastic tumors of OPN^−/−^TRAMP mice regardless castration (Figure 3G–3I). These results confirmed that the anaplastic tumors arising in OPN^−/−^TRAMP mice developed as androgen-independent.

Synaptophysin staining confirmed the NE phenotype of anaplastic tumors [12] developed in both non-castrated (Figure 3L) and castrated (Figure 3M) OPN^−/−^TRAMP mice. Synaptophysin did not stain the epithelia of OPN^−/−^TRAMP prostates regressed because of castration (Figure 3N). Therefore, thereafter in this manuscript tumors from OPN^−/−^ TRAMP mice will be referred as NE tumors.

To test the possible OPN source either epithelial or hematopoietic that is relevant in this experimental model, bone marrow (BM) transplantation was performed to obtain chimeras lacking or not OPN in the prostatic epithelium or in the radio-resistant stroma cell components. In detail, BM from OPN-competent wild-type (WT) mice was transplanted into 6 wks old OPN^−/−^TRAMP mice as well as BM, either from OPN^−/−^ or WT mice, was transplanted into TRAMP mice. Mice were then sacrificed at 30 wks of age for histopathologic analysis of prostates. NE tumor frequency remained determined by the host genotype regardless that of donor BM, with high incidence in OPN^−/−^TRAMP and low incidence in TRAMP recipient chimeras (Figure S1). These results suggest that OPN produced by the host radio-resistant cell component contrast the occurrence of NE tumors.

### Basal origin of tumors in OPN^−/−^TRAMP mice

Whether prostatic NE cancers have a distinct cellular origin from adenocarcinomas or rather they originate from the peculiar differentiation of common precursors is still debated. As far as the TRAMP model is concerned, it is believed that NE tumors can arise from a subset of stem/progenitor cells populating the basal cell layer of glandular ducts [12, 17, 18]. We thus tested the expression of the basal p63, [19–21] and the luminal CK8 [22] markers in association with the cell proliferation marker Ki67.

In prostate lobes of 15 wks old TRAMP mice, clusters of proliferating cells co-expressed Ki67 and CK8 (Figure 4A) whereas p63 positive cells were Ki67 negative (Figure 4C). On the contrary, in prostates of OPN^−/−^TRAMP mice luminal CK8 cells mostly lacked Ki-67 (Figure 4B), which instead co-localized with p63 in the basal compartment (Figure 4D). Notably, according to previous reports on prostate cancer patients [21], some cytoplasmic staining of p63 was detectable (Figure 4C and 4D) whereas nuclear p63 localization was canonic in normal prostate of wild-type mice (Figure S2).

**Figure 4:**
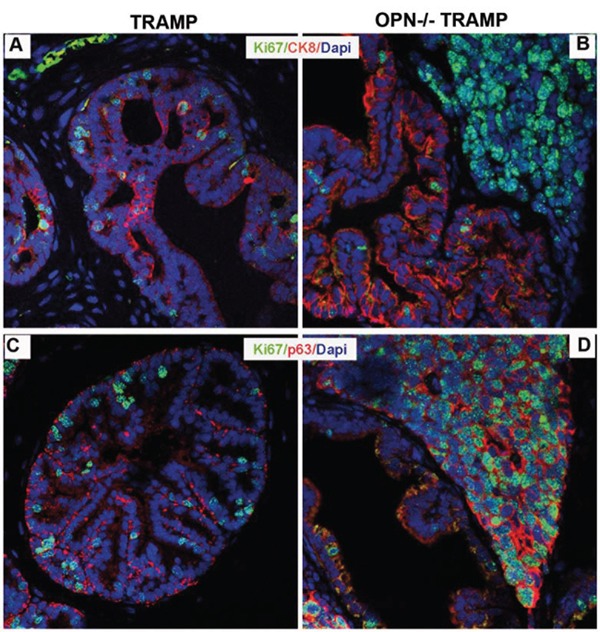
NE tumors of OPN^−/−^TRAMP mice have a basal phenotype **A–D.** Representative immunofluorescence staining of Ki67 (green) and CK8 (red; panels A and B) and of Ki67 (green) and p63 (red; panels C and D) in prostates of TRAMP and OPN^−/−^TRAMP mice of 15 wks of age. Blue: dapi. White arrows indicate cells co-expressing Ki67 and CK8, while yellow arrows indicate cells co-expressing Ki67 and p63. Three mice per group were analyzed and one representative picture is reported.

### Gene expression profile confirms the NE phenotype of OPN^−/−^TRAMP tumors

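Expression was measured on Illumina MouseRef-8 v2.0 BeadChips, single-colour arrays that give each probe a signal and a detection p-value. TRAMP mice carry a transgene that expresses viral T antigens in the prostate epithelium, and OPN-/-TRAMP mice also lack osteopontin, a secreted matrix glycoprotein encoded by Spp1. RNA came from 29 prostates, 1 per mouse, hybridised on 4 chips. For the tumors, 3 prostates with macroscopic NE lesions of 18 wks old OPN-/-TRAMP mice (OPT-tm) were compared with 4 prostates of 30 wks old TRAMP mice (T30), so age and genotype differed together with histotype. Chips 1, 2 and 3 each held 1 OPT-tm and 1 T30 array, and chip 4 held the other T30 array. Of 25697 probes, 41.9% to 49.4% (median 48.1%) were detected at a p-value under 0.01 in OPT-tm and 39.8% to 49.2% (median 45.3%) in T30. The authors exported signals without normalization from BeadStudio and applied a log2 transformation and robust spline normalization with lumi. Here the non-normalized signals were log2 transformed with no background correction and quantile normalized over the 29 arrays, since robust spline normalization was not installed. Probes detected on at least 1 array were kept, with 1 probe per gene, the one detected on most arrays, which left 10768 genes. Genes were tested with limma and called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, the thresholds of the paper. A gene detected on no array of one group is given as at least N-fold, the mean of the brighter group against the mean of, per array, the higher of the lowest detected signal and the signal of the gene. No probe is named for Spp1 in the annotation used here, so the loss of its transcript was not checked. The number of arrays limits the precision of each value.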

To obtain a broad view of the transcriptional features distinctive of NE and adenocarcinoma lesions, we compared gene expression profiles of prostate samples collected from 18 weeks old OPN^−/−^TRAMP mice bearing macroscopic NE lesions (OPT-tm) with those from 30 wks old TRAMP mice (T30) representative of adenocarcinomas (ADC). A detailed description of samples used from microarray comparison is reported in Suppl. Table 1, and a detailed flow of samples comparison is shown in Suppl. Figure 3

Unsupervised hierarchical clustering clearly distinguished gene expression profiles of TRAMP mice with adenocarcinoma from OPN^−/−^TRAMP mice with NE tumor (Figure S4). 

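The 3 OPT-tm prostates formed one branch and the 4 T30 prostates the other when all 7 arrays were clustered by average linkage on 1 minus the Pearson correlation. Across genes, which are not independent replicates, the lowest correlation between prostates of one group was 0.918 and the highest between an OPT-tm and a T30 prostate was 0.816. The same division of all 7 prostates was found with the 2000 most variable genes, where these correlations were 0.722 and 0.25.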

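Among the 10768 genes tested, 1242 were higher and 1351 lower in OPT-tm than in T30, and with the median of each array set equal 1432 were higher and 1089 lower. Pate14, of a family of secreted proteins of the male tract, was at least 83.0-fold lower (log2 fold change −7.23, standard error 0.93, adjusted p = 0.000424 from limma) and was detected in no OPT-tm prostate. Ctse, the protease cathepsin E, was at least 32.9-fold lower, and Ltf, the iron-binding protein lactoferrin, at least 28.7-fold lower. Krt14, a keratin of basal epithelium, was at least 37.5-fold lower. Lcn2, the siderophore-binding lipocalin, had a log2 fold change of −5.74 and Wfdc15b, of a family of protease inhibitors, of −5.91. The unnamed transcript 9530003J23Rik was at least 126-fold lower. Of 10 genes of seminal vesicle secretion, listed before the data were examined, 9 fell (9 when adjusted over the list alone), with a median log2 fold change of −5.45 (adjusted p = 0.00925 from limma's camera, adjusted p = 0.459 with an estimated correlation). Svs4 was at least 57.1-fold lower, Svs5 had a log2 fold change of −5.60 and Svs2 was at least 42.4-fold lower (adjusted p = 0.0199 from limma). The T30 mouse of chip 1 had a log2 signal of 8.48 for Svs2, against 15.88 to 16.01 in the other T30 mice, and the call of Svs2 ended in 5 of the fits that left out 1 mouse (highest adjusted p = 0.0608 from limma) and that of Svs5 in 1, without the OPT-tm mouse of chip 1 (adjusted p = 0.05). Without the T30 mouse of chip 1 the fitted log2 fold change moved from −6.06 to −7.92 for Svs2, −6.26 to −7.78 for Svs4, −5.60 to −7.16 for Svs5, −7.23 to −8.24 for Pate14, −5.91 to −6.57 for Wfdc15b, −5.74 to −6.42 for Lcn2 and −5.54 to −6.38 for Ltf. Without the T30 mouse of chip 2 it moved from −5.78 to −6.61 for Ctse and to −5.42 for Svs2, and without that of chip 3 or of chip 4 to −5.46 for Svs2. After neqc the fitted log2 fold change was −10.07 for 9530003J23Rik, −9.28 for Pate14, −7.82 for Svs4, −7.68 for Ctse, −7.47 for Ltf, −7.40 for Wfdc15b, −6.88 for Krt14 and −6.63 for Lcn2, and for Svs2 and Svs5 it was larger than with all mice and smaller than without the T30 mouse of chip 1.

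Markers of other cell types were lower in the same prostates. Of 8 urothelium genes 4 fell (4 when adjusted over the list alone; median −1.07; adjusted p = 0.0331 from limma's camera, adjusted p = 0.32 with an estimated correlation). They included the uroplakins Upk1b (−3.66) and Upk2 (−3.18). Of 17 genes of macrophages and antigen presentation 12 fell (14 when adjusted over the list alone; median −0.84; adjusted p = 0.000529, adjusted p = 0.32 with an estimated correlation), among them the MHC class II chains H2-Ab1 (−1.70) and H2-Aa (−1.60). Of 7 lymphocyte genes 5 fell, as many as when adjusted over the list alone (median −0.86; adjusted p = 0.0326, adjusted p = 0.32 with an estimated correlation), including Cd3g, a chain of the T cell receptor complex (−1.26). Of 14 endothelial genes 1 rose (0 when adjusted over the list alone) and 13 did not pass (median −0.73; adjusted p = 0.271), and Plvap, a component of endothelial diaphragms, was the 1 that rose (0.94). With the chip as a block, 1198 genes were higher and 1303 lower, and among the lists, where this was chosen after seeing the data, 3 seminal vesicle genes fell, with a median of −4.94 (adjusted p = 0.0108 from limma's camera, adjusted p = 0.524 with an estimated correlation), and the call of urothelium ended (adjusted p = 0.0639). No test within a chip was possible, since each held at most 1 OPT-tm array.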

We found 2536 differentially expressed genes between the two classes (absolute fold change ≥ 2 and FDR < 5%; Heatmap in Figure 5A). To identify biological processes distinguishing the two histotypes we performed Gene Set Enrichment Analysis (GSEA) using gene sets compiled from canonical pathway and Gene Ontology databases. Significant gene sets (FDR < 5%, *p*-value < 0.001) were visualized as interaction networks using the Enrichment map plugin in Cytoscape (Figure S5). NE tumors were characterized by the activation of gene sets involved in cell cycle and proliferation, transcription and RNA-processing, and neural system. These findings were confirmed by functional analysis of the differentially expressed genes using Ingenuity Pathway Analysis (IPA) software. 

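Genes of cell division, RNA processing and neurons, in lists set before the data were examined, were higher in OPT-tm than in T30. All 29 tested genes of G2 and mitosis rose (29 when adjusted over the list alone), with a median log2 fold change of 2.03. They included Top2a, the topoisomerase that untangles chromosomes (2.45, standard error 0.25), and Foxm1, a transcription factor of mitotic genes (2.42, standard error 0.20). Of 32 genes of S phase and DNA replication 24 rose and none fell (29 rose when adjusted over the list alone), with a median of 1.21. Rrm2, a subunit of ribonucleotide reductase, rose by 3.00 (standard error 0.27), while the replicative helicase subunits Mcm4 (0.65, adjusted p = 0.0886 from limma) and Mcm6 (0.12, adjusted p = 0.739) did not pass. Of 28 splicing and RNA processing genes 18 rose and none fell (20 rose when adjusted over the list alone), with a median of 0.62. Among them were the RNA-binding protein Rbmx (1.74, standard error 0.20) and the splicing factor Srsf4 (1.54, standard error 0.15).

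Of 29 genes of synapse and neuron 27 rose and none fell (28 rose when adjusted over the list alone), with a median log2 fold change of 3.75. Cplx1, a regulator of synaptic vesicle fusion, was at least 57.7-fold higher (fitted log2 fold change 6.79, and 8.84 after neqc), and Elavl4, a neuronal RNA-binding protein, had a log2 fold change of 5.39 (standard error 0.13; 4.93 and 2.49 with its other probes). Cacna1a, a calcium channel subunit of presynaptic terminals, did not pass (0.44, adjusted p = 0.132 from limma). Of 23 genes of neuroendocrine differentiation 17 rose and 2 fell, as when adjusted over the list alone, with a median of 2.35. Insm1, a zinc finger transcription factor of neuroendocrine cells, was at least 58.3-fold higher (fitted log2 fold change 6.91, and 8.98 after neqc). The genes that fell were the transcription factors Isl1 (−4.47, standard error 0.39) and Rfx6 (−1.01, standard error 0.34). With limma's camera at a preset correlation of 0.01 and adjusted over 32 lists, all 5 lists were higher (adjusted p = 1.05e-13 for G2 and mitosis, 3.78e-09 for S phase, 2.79e-06 for splicing, 1.92e-18 for synapse and 7.03e-09 for neuroendocrine differentiation). With an estimated correlation only neuroendocrine differentiation kept its call (adjusted p = 0.0179). The adjusted p with an estimated correlation was 0.267 for G2 and mitosis, 0.31 for S phase, 0.123 for splicing and 0.0974 for synapse. With the chip as a block, chosen for lists after seeing the data, the medians were 2.17, 1.26, 0.64, 3.70 and 2.42 for these lists in the order of their tests, all 5 were again higher, and none passed with an estimated correlation (adjusted p = 0.243 with an estimated correlation for neuroendocrine differentiation).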

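E2f2, a transcription factor that drives entry into S phase, had a log2 signal of 13.53 ± 0.63 (SD, n = 3) in OPT-tm and 10.53 ± 0.59 (SD, n = 4) in T30. Its log2 fold change was 3.01 (standard error 0.38, adjusted p = 0.000374 from limma), or 8.03-fold. Ccne2, cyclin E2, which activates CDK2 at the start of S phase, had 12.23 ± 0.35 and 9.92 ± 0.18, a log2 fold change of 2.31 (standard error 0.20, adjusted p = 5.03e-05 from limma). Ccnd1, cyclin D1, which links growth signals to the cell cycle, fell by 4.28 on the log2 scale (standard error 0.82, adjusted p = 0.00348 from limma). Its log2 signal was 10.23 ± 0.46 in OPT-tm against 14.51 ± 1.75 in T30, and without the T30 mouse of chip 1 the log2 fold change was −5.08. Of 30 cyclins, CDKs, CDK inhibitors, E2F and RB family members 19 rose and 6 fell, as when adjusted over the list alone, with a median of 0.92 (adjusted p = 0.00216 from limma's camera, adjusted p = 0.123 with an estimated correlation). Among those of these genes detected in both groups, which leaves out E2f7 and Ccna2, E2f2 had the largest rise and Ccnd1 the largest fall. Cdc25c, the phosphatase that activates CDK1, rose by 2.34, and Ccnd2, cyclin D2, fell by 1.47. The retinoblastoma family member Rbl1 had a log2 fold change of 0.33 and did not pass the test (adjusted p = 0.282 from limma). Blocking on the chip gave log2 fold changes of 3.14 for E2f2, 2.33 for Ccne2 and −4.34 for Ccnd1, with the median of the list at 0.91.

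**Figure D1:**
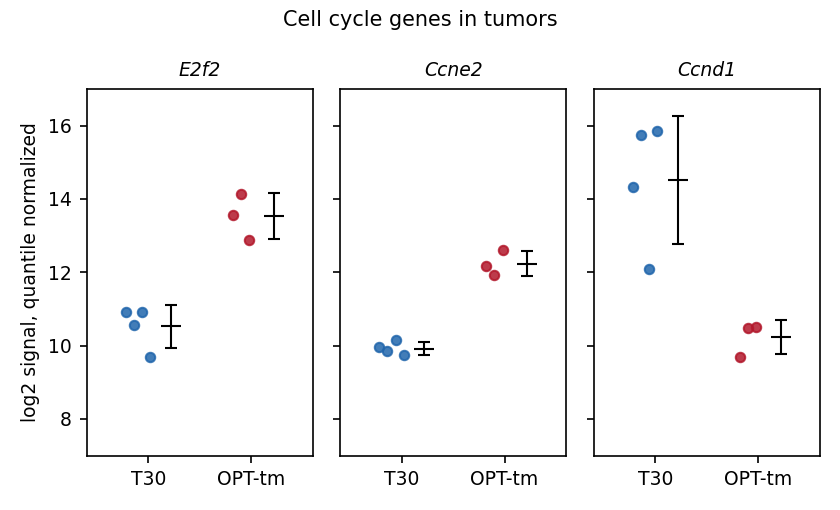
Log2 signal of E2f2, Ccne2 and Ccnd1 after quantile normalization in T30 (blue, n = 4) and OPT-tm (red, n = 3). Each point is 1 mouse, and the black marks give the mean with its SD. For each gene the 2 groups do not overlap, and the T30 mice are spread most widely for Ccnd1 (SD 1.75).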

In OPT-tm, among genes involved in cell cycle, *E2f2* and *Ccne2* were the most up-regulated, while *Ccnd1*, whose up-regulation has been reported in TRAMP mice [23, 24], was the most down-regulated. These results were confirmed by RT-qPCR analysis (Figure 5B) and were concordant with the high cellular proliferative rate observed both macroscopically and histologically in OPN^−/−^TRAMP tumors. The most up-regulated genes in OPT-tm samples were those involved in neurological diseases and in neuronal system development, including L-Dopa Decarboxylase (*Ddc*, fold change = 172.2) and synaptophisin (*Syp*, fold change = 31.3), confirming the NE phenotype of anaplastic tumors arising in OPN^−/−^TRAMP mice. 

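Ddc, the enzyme that makes dopamine and serotonin from their precursors, was detected in all 3 OPT-tm prostates and in none of the T30 prostates, at a log2 signal of 15.70 ± 0.04 (SD, n = 3) against 7.91 ± 0.16 (SD, n = 4). This is at least 123-fold higher (fitted log2 fold change 7.79, standard error 0.14, adjusted p = 5.41e-08 from limma). Syp, synaptophysin of synaptic vesicle membranes, was 39.6-fold higher (log2 fold change 5.31, standard error 0.16, adjusted p = 3.73e-07 from limma). Its log2 signal was 13.91 ± 0.15 against 8.60 ± 0.20, and it was detected in 1 of the 4 T30 prostates. For both Ddc and Syp the mean signal in T30 lay below that of the early prostates of the Early-ADC class, given below. The fold changes against T30 therefore also hold a low level in T30. Nnat, neuronatin of developing brain, was at least 72.0-fold higher, and Gprin1, which acts in neurite outgrowth, at least 49.6-fold. Rbfox1, a neuronal splicing factor, was at least 39.4-fold higher, and Scg5, a chaperone of prohormone convertase, at least 28.0-fold. Eef1a2, a translation elongation factor of neurons and muscle, was at least 43.7-fold higher, and Diras1, a small GTPase, at least 28.8-fold. Rtn1, a reticulon of neuroendocrine cells, was 68.0-fold higher and was detected in 3 of the 4 T30 prostates. The highest adjusted p from limma among these 7 genes was that of Gprin1 (2.67e-06). Cdh2, N-cadherin, was at least 1.78-fold higher (fitted log2 fold change 1.78, and 1.31, 0.93 and 0.76 with its other probes). Other probes gave log2 fold changes of 1.89, 6.95 and 6.20 for Rtn1, 4.26 for Nnat, and 3.74 and 5.81 for Eef1a2. Ddc and Syp had fitted log2 fold changes of 7.71 and 5.37 with the chip as a block. After neqc the fitted log2 fold changes were larger, at 9.79 for Ddc, 6.50 for Syp (90.6-fold, against 51.1-fold with the authors' values), 9.07 for Nnat, 7.74 for Gprin1, 7.47 for Rbfox1, 7.76 for Scg5, 8.34 for Eef1a2, 7.68 for Diras1, 6.89 for Rtn1 and 3.34 for Cdh2. The paper had assigned a NE phenotype to the anaplastic tumors by synaptophysin staining. It takes the rise of Ddc, Syp and other neuronal genes as further evidence, with western blots of DDC and SYP.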

Upregulation at protein level of DDC and SYP in NE tumors was validated by western blot (Figure 5C).

**Figure 5:**
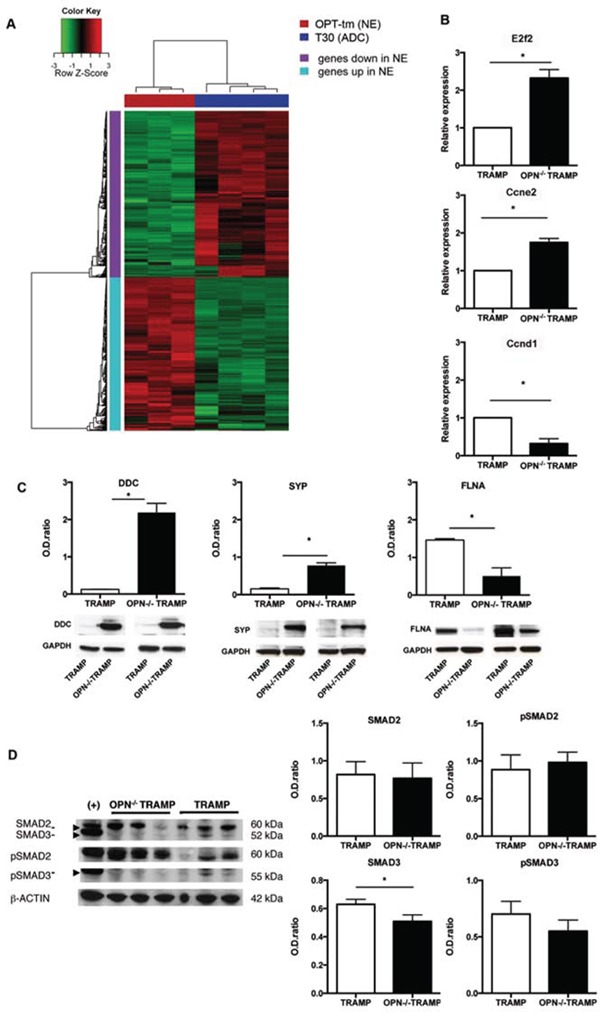
Gene expression profile confirms NE phenotype of OPN^−/−^TRAMP tumors **A.** Heatmap of differentially expressed genes in NE tumors of 18 wks old OPN^−/−^TRAMP (OPT18_tm) vs adenocarcinoma (ADC) of 30 wks old TRAMP (T30) mice. Red and green color indicates relative expression as indicated. Refer to Suppl. Table 1 and Suppl. Figure 3 for detailed description of samples analyzed and flow chart of comparisons. **B.** Relative expression +/− SD of E2f2, Ccne2 and Ccnd1 in prostates of 30 wks TRAMP and 18 wks OPN−/−TRAMP mice as assessed by real-time PCR. Experiment was repeated twice with samples from three different mice per group. **C.** Western blot analysis for L-Dopa Decarboxylhase (DDC), synaptophysin (SYP) and Filamin (FLNA) in prostates of 30 wks TRAMP and 18 wks OPN−/−TRAMP mice. Values are quantified to internal control (GAPDH). Picture reports cropped blots around the specific bands. Experiment was repeated twice with samples from two different mice per group. **D.** Western blot analysis for SMAD2, SMAD3 and their phosphorylated forms (pSMAD2 and pSMAD3, respectively) or β-actin (as control) in prostates of 30 wks TRAMP and 18 wks OPN−/−TRAMP mice. HeLa cells stimulated with TGFb were used as positive control (+). Values are quantified to internal control (β-actin). Picture reports cropped blots around the specific bands Experiment was repeated twice with samples from three different mice per group. Student's *T* test: *: *p* < 0.0001.

IPA predicted *Tgfb1* to be an uprstream regulator of the differentially expressed genes in OPT-tm samples (*p* = 8.93e-37). Indeed 157 targets of *Tgfb1* were listed as differentially expressed genes and 84 of them had an expression consistent with Tgfb1 pathway inhibition. This finding was supported by the significant down-regulation of *Tgfb*1 in OPT-tm (FDR=0.005), although this gene was excluded from the list of differentially expressed genes because of a fold-change of −1.53. Moreover, Filamin A (FLNA), a key TGFβ activator [25], was among the down-regulated genes in our signature and western blot confirmed FLNA protein down regulation (Figure 5C).

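Tgfb1, which encodes the cytokine TGFβ1, had a log2 signal of 8.57 ± 0.09 (SD, n = 3) in OPT-tm and 9.27 ± 0.31 (SD, n = 4) in T30. Its log2 fold change was −0.71 (standard error 0.19, adjusted p = 0.0167 from limma), which is under 2-fold, while after background correction with neqc it was −1.28 (adjusted p = 0.00885), which is over 2-fold. Both levels were close to background, with detection in 1 of 3 OPT-tm and 3 of 4 T30 prostates. The fall of Tgfb1 did not pass the test with the median of each array set equal (adjusted p = 0.0677) or without the OPT-tm mouse of chip 1 (adjusted p = 0.059), and over all settings the adjusted p from limma ran from 0.00148 to 0.0677. Its log2 fold change with the chip as a block was −0.78 (adjusted p = 0.0246 from limma).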

*Tgfbr2* and *Tgfbr3* transcripts were significantly down-regulated in OPT-tm, whereas *Tgfbr1*, which is responsible for SMADs phosphorylation and activation, was up-regulated. 

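The TGFβ receptors moved in opposite directions in OPT-tm. Tgfbr2, the type II receptor kinase that binds the ligand, had a log2 signal of 11.99 ± 0.14 (SD, n = 3) in OPT-tm and 13.33 ± 0.36 (SD, n = 4) in T30 (log2 fold change −1.33, standard error 0.21, adjusted p = 0.00133 from limma). Tgfbr3, the co-receptor betaglycan, had 9.97 ± 0.27 and 11.74 ± 0.33 (log2 fold change −1.77, standard error 0.22, adjusted p = 0.000356 from limma). Tgfbr1, the type I receptor kinase, rose from 13.04 ± 0.15 in T30 to 14.08 ± 0.23 in OPT-tm, which is 2.06-fold (log2 fold change 1.04, standard error 0.17, adjusted p = 0.0013 from limma). Of 25 TGFβ ligands, receptors, SMADs and regulators 2 rose, 10 fell and 13 did not pass (3 rose and 12 fell when adjusted over the list alone), with a median of −0.71 (adjusted p = 0.0246 from limma's camera, adjusted p = 0.32 with an estimated correlation). The other gene that rose was Smad5, a SMAD of the BMP branch (0.93). Fst, follistatin, which binds activins, fell by 2.92, and Tgif1, a repressor of TGFβ target genes, fell by 2.15. No probe is named for Flna here. The probes of these receptors differed in size. Another probe gave −0.51 for Tgfbr2 and −1.05 for Tgfbr3, and 2 others gave 0.71 and 0.57 for Tgfbr1, so that for Tgfbr1 and Tgfbr2 only the probe detected on most arrays reached 2-fold. The call of Tgfbr2 ended with the median of each array set equal (−1.08, adjusted p = 0.0644), the highest adjusted p of its settings, which began at 1.45e-06. Blocked by chip, the log2 fold change was −1.45 for Tgfbr2, −1.93 for Tgfbr3 and 0.98 for Tgfbr1, which is then under 2-fold, and the median of the list was −0.78.

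**Figure D2:**
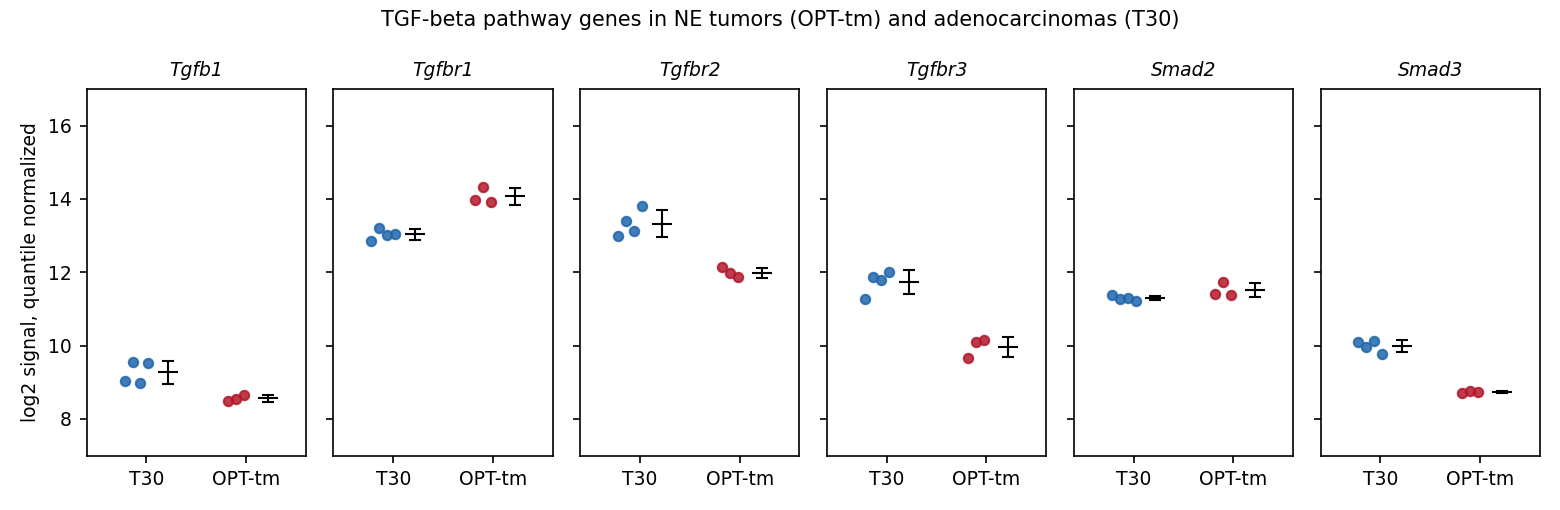
Log2 signal of 6 TGFβ pathway genes after quantile normalization in T30 (blue, n = 4) and OPT-tm (red, n = 3). Each point is 1 mouse, and the black marks give the mean with its SD. Tgfbr1 is higher in every OPT-tm mouse than in every T30 mouse, and Tgfb1, Tgfbr2, Tgfbr3 and Smad3 are lower.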

As protein levels of TGFbRI and TGFbRII were comparable between OPN^−/−^TRAMP NE tumors and TRAMP adenocarcinoma (not shown), we focused on proteins downstream the TGFβ pathway, particularly Smad2 and Smad3, which are crucial mediators of TGFβ activity in PCa [26]. *Smad3* was down-regulated in GEP and in western blot in NE tumors from OPN^−/−^TRAMP mice (Figure 5D). 

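Smad3, an intracellular effector that carries the TGFβ signal to the nucleus, had a log2 signal of 8.74 ± 0.03 (SD, n = 3) in OPT-tm and 9.99 ± 0.16 (SD, n = 4) in T30. This is a log2 fold change of −1.26 (standard error 0.15, adjusted p = 0.000241 from limma). Smad3 was detected in 2 of 3 OPT-tm and in all 4 T30 prostates. Smad4, the partner shared by the receptor-regulated SMADs, had a log2 fold change of −0.08 and did not pass the test (adjusted p = 0.75 from limma). Smad3 had a log2 fold change of −1.22 with the chip as a block and −1.95 after neqc.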

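Smad2, the other receptor-regulated SMAD of the TGFβ branch, had a log2 signal of 11.51 ± 0.19 (SD, n = 3) in OPT-tm and 11.30 ± 0.06 (SD, n = 4) in T30. Its log2 fold change of 0.21 (standard error 0.15) did not pass the test (adjusted p = 0.275 from limma). It ran from 0.10 to 0.42 over all settings, with an adjusted p from 0.214 to 0.605. It was 0.24 with the chip as a block.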

On the contrary, *Smad2* transcript and protein, as well as phosphorylation of SMAD3 and SMAD, remained unchanged in OPN^−/−^TRAMP NE tumors versus TRAMP adenocarcinomas (Figure 5D). These results suggested that in absence of OPN the TGFβ pathway and the cell cycle were down-regulated, likely through the activity of FLNA and SMAD3.

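Genes of the TGFβ response, most of them also expressed by stromal cells, were lower in OPT-tm. The list does not separate genes that TGFβ induces from genes that it represses. Of 30 such response genes, listed before the data were examined, 21 fell, 1 rose and 8 did not pass (22 fell and 1 rose when adjusted over the list alone), with a median log2 fold change of −1.33 (adjusted p = 4.19e-07 from limma's camera, adjusted p = 0.123 with an estimated correlation). Tpm2, a tropomyosin, fell by 4.67 (standard error 0.20) and Tagln, an actin-binding protein of smooth muscle, fell by 3.33 (standard error 0.24). The gene that rose was Cdkn1a, the CDK inhibitor p21 (1.20, standard error 0.19). Markers of stromal cells were lower in the same prostates. Of 16 smooth muscle genes 13 fell (16 when adjusted over the list alone), with a median of −2.38 (adjusted p = 9.27e-10 from limma's camera, adjusted p = 0.16 with an estimated correlation). Myh11, smooth muscle myosin heavy chain, fell by 4.93 (standard error 0.19). Of 21 fibroblast and collagen genes 14 fell, as when adjusted over the list alone, with a median of −1.61 (adjusted p = 0.000132, adjusted p = 0.364 with an estimated correlation), including the matrix proteoglycans Lum (−3.68) and Dcn (−2.78). In the fit with the chip as a block the medians were −1.36 for the response genes, −2.44 for smooth muscle and −1.83 for fibroblasts.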

### NE signature from early lesions of OPN^−/−^ TRAMP mice is enriched in genes overexpressed in human NE prostate and can predict NE tumor outcome

We have the idea to test the possibility of defining a gene signature that could predict the onset of NE disease in PCa patients. Using the 2536 genes distinguishing NE from adenocarcinoma prostate tumors, we applied unsupervised hierarchical clustering to gene expression data from prostates of TRAMP mice of 18 wks of age (T18, *n* = 4) and from OPN^−/−^ TRAMP mice of 15 (*n* = 5) or 18 (*n* = 9) wks of age (OPT15 and OPT18, respectively) all devoid of US-detectable lesions (Table S1 and Figure S3 describe samples and class comparisons). 

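These early prostates were measured on the same 4 chips as the tumors. The sample labels give 4 T18, 5 OPT15 and 13 OPT18 prostates, 22 in all, while the paper's n for OPT18 in the text is 9. The text of the paper does not name the prostates that make up this 9. Its clusters of 5 and 17 samples hold 22 in all, as the labels do. All 22 are therefore reported here, with a value for each OPT18 mouse beside the clusters. Of the probes, 40.1% to 50.4% (median 45.4%) were detected in T18, 39.3% to 48.7% (median 39.5%) in OPT15 and 38.7% to 51.8% (median 49.5%) in OPT18. T18 had 1 prostate on each chip. OPT15 had 1 on chips 1, 2 and 4 and 2 on chip 3, and OPT18 had 4 on chips 1, 2 and 4 and 1 on chip 3. The prostates were clustered on the 2593 genes past the threshold between OPT-tm and T30 in the present fit, with normalization, filter and linkage as for the tumors. The classes compared afterwards, Early-NE and Early-ADC, are those in the sample labels.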

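The 22 early prostates divided into a branch of 5 and a branch of 17, and all 22 fell in the class that the labels give them. The branch of 5 held 4 OPT18 mice and 1 OPT15 mouse. The division depended on the genes and the scaling. On all 10768 genes the 2 branches matched the labels for 15 of 22 prostates, and 2 OPT15 mice stood apart from the rest. On gene-wise z-scores the OPT15 mouse moved to the larger branch, which left 21 matched.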

We found that early prostate samples fell into two distinct clusters (Figure 6a). 

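Over the same genes, the mean of the OPT-tm tumors correlated with the 5 Early-NE prostates at a Pearson r of 0.57 ± 0.077 (SD, n = 5) and with the other early prostates at 0.366 ± 0.0236 (SD, n = 17). The ranges were 0.494 to 0.683 and 0.335 to 0.417 and did not overlap. These correlations run across genes, which are not independent replicates, and the genes had been chosen for their difference between the tumors. The study had formed the classes by clustering these prostates on such genes, so a separation was largely given in advance. The Early-NE OPT18 mice had 0.683 and 0.595 on chip 2 and 0.574 and 0.504 on chip 4, and the OPT15 mouse had 0.494. The other OPT18 mice had 0.417, 0.401, 0.365 and 0.361 on chip 1, 0.394 and 0.353 on chip 2, 0.40 on chip 3, and 0.351 and 0.335 on chip 4.

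**Figure D3:**
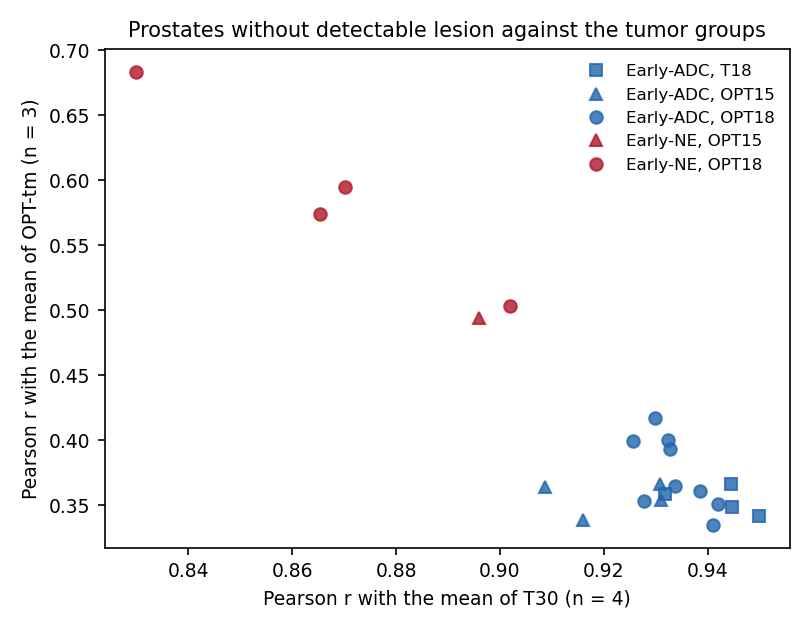
Pearson correlation of each early prostate with the mean of OPT-tm (vertical axis) and with the mean of T30 (horizontal axis), across the 2593 genes past the threshold between these tumors. Each point is 1 mouse, coloured by the class in the labels (red, Early-NE, n = 5; blue, Early-ADC, n = 17) and shaped by group. The Early-NE mice have the highest correlations with OPT-tm, from 0.494 to 0.683, and the lowest with T30.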

The first cluster was composed of 5 samples, hereafter called *Early-NE*, whose gene expression pattern resembled that of NE OPT-tm. These samples were all from OPN^−/−^TRAMP mice (4 of 18 wks old and 1 of 15 wks), indicating that at the time of sacrifice they were likely bearing a developing NE tumor, well before any possible diagnosis. 

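Early-NE prostates made up 4 of the 13 OPT18 and 1 of the 5 OPT15 prostates, and none of the 4 T18. In them Syp had a log2 signal of 11.45 ± 0.52 (SD, n = 5), against 10.12 ± 0.35 (SD, n = 17) in Early-ADC, a log2 fold change of 1.33 (standard error 0.18, adjusted p = 8.34e-06 from limma). Ddc had 12.86 ± 1.02 against 10.04 ± 0.68 (log2 fold change 2.82, standard error 0.35, adjusted p = 1.50e-06 from limma). The study had formed the classes on genes that differ between the tumors, so these p-values are not independent evidence of a difference. Both Syp and Ddc were lower in Early-NE than in OPT-tm, by 2.46 for Syp and 2.84 for Ddc on the log2 scale. The log2 fold changes of Syp and Ddc were 1.65 and 3.19 with the chip as a block, 1.93 and 3.89 within chip 2 and 1.40 and 2.57 within chip 4. From their likeness to OPT-tm in expression and their origin in OPN-/-TRAMP mice, the paper proposes that these prostates likely bore a developing NE tumor before it could be diagnosed.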

The second cluster contained 17 samples, hereafter called *Early-ADC*, whose gene expression profile was similar to that of TRAMP adenocarcinomas. 

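The 17 Early-ADC prostates correlated with the mean of the T30 adenocarcinomas at a Pearson r of 0.933 ± 0.0103 (SD, n = 17), in a range of 0.909 to 0.95. For the Early-NE prostates this correlation was 0.873 ± 0.0287 (SD, n = 5), in a range of 0.83 to 0.902 that did not overlap. Both classes correlated more closely with T30 than with OPT-tm (0.494 to 0.683 in Early-NE). As above, the correlations run across genes chosen for their difference between the tumors, and the classes were formed on such genes.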

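The larger branch held the 4 T18, 4 of the OPT15 and 9 of the OPT18 prostates. For the T18 mice of chips 1, 2, 3 and 4 the correlation with T30 was 0.944, 0.95, 0.932 and 0.945, and the correlation with OPT-tm was 0.366, 0.342, 0.359 and 0.349. Between the 9 OPT18 and the 4 T18 prostates, 3 of 10768 genes passed the threshold with limma, and 632 had an unadjusted p under 0.05. Of 13 skeletal muscle genes none passed among all genes, 12 fell when adjusted over the list alone, and the list was lower in OPT18 (median −1.004, adjusted p = 4.2e-13 from limma's camera, adjusted p = 0.25 with an estimated correlation). Blocking on the chip, chosen for lists after seeing the data, gave a median of −0.89 (adjusted p = 2.32e-11 from limma's camera, adjusted p = 0.426 with an estimated correlation). Set against the 1 T18 array of each chip, with no test, the median was 0.16 on chip 1, −2.03 on chip 2, −0.28 on chip 3 and −1.41 on chip 4. In all, 5 lists were called higher and 7 lower in OPT18, and none with an estimated correlation.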

All early samples from TRAMP (T18) and from OPN^−/−^ TRAMP mice, without NE features, fell into this cluster. To identify early markers specific for NE tumor a comparison between *Early-NE* and *Early-ADC* GEPs was performed. 

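Between the 5 Early-NE and the 17 Early-ADC prostates, 207 genes were at least 2-fold higher in Early-NE and 0 were at least 2-fold lower with limma. At an adjusted p under 0.05 without the fold threshold, 963 genes were higher and 659 lower, and at an unadjusted p under 0.05, 1478 were higher and 1688 lower. Insm1, detected in 4 of the 17 Early-ADC prostates, had a log2 fold change of 3.87 (standard error 0.36, adjusted p = 4.81e-08 from limma), and Glra2, a glycine receptor subunit, 3.45 (standard error 0.33). Gprin1 had 3.23, the adaptor protein gene Shd 3.18 and Elavl4 3.17. Slc32a1, the vesicular transporter of GABA and glycine, had 3.13, Nnat 2.90, Ly6h of the Ly6 surface proteins 2.89, and the RNA helicase gene Ddx25 2.70. The other probes gave 2.37 and 1.09 for Elavl4, 1.40 for Nnat, and 1.58 and 2.80 for Ly6h. E2f2 had 0.99 (adjusted p = 2.67e-05), just under 2-fold, and Ccne2 1.12 (adjusted p = 0.000744), while Ccnd1 (−0.33, adjusted p = 0.4), Tgfbr2 (−0.16, adjusted p = 0.403), Tgfbr3 (−0.15, adjusted p = 0.395) and Smad3 (−0.21, adjusted p = 0.329) did not pass the test. E2f2 was over 2-fold, and called, with the chip as a block (1.20, adjusted p = 1.15e-07 from limma), within chip 2 (1.40), within chip 4 (1.03), with neqc (1.12) and with the authors' values (1.06). The call of Ccne2 ended within chip 4 (0.87, adjusted p = 0.238 from limma, the highest of its settings, which began at 6.42e-05).

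The classes were made by the study from expression in these prostates, so these p-values are not independent evidence of a difference. Early-NE prostates were on chips 2 and 4. With the chip as a block 251 genes were higher and 0 lower, within chip 2 (2 Early-NE, 4 Early-ADC) 359 were higher and 2 lower, and within chip 4 (3 Early-NE, 3 Early-ADC) 124 were higher and 1 lower. After background correction with neqc, 378 were higher and 10 lower, and the log2 fold changes were larger, at 5.404 for Insm1, 5.08 for Glra2, 4.30 for Gprin1, 4.58 for Shd, 4.70 for Elavl4, 4.77 for Slc32a1, 4.23 for Nnat, 3.93 for Ly6h and 3.71 for Ddx25. Within chip 2 they were 4.68 for Insm1, 4.08 for Gprin1 and 3.80 for Nnat.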

We found that all the 184 differentially expressed genes (absolute fold change ≥ 2 and FDR < 5%), were upregulated in the *Early-NE* group (Figure 6A). According to GSEA these genes are involved in cell cycle and nervous system development, but also in down-regulation of pro-inflammatory processes (Figure 6B, Table S2 and S3). This list of 184 genes provides a transcriptional profile distinguishing NE tumors from adenocarcinoma at early stages of transformation.

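Cell cycle and neuronal genes were higher in Early-NE than in Early-ADC. The classes had been formed on genes that differ between the tumors, where these lists were also higher. Their rise here was therefore largely given in advance, and the p-values are not independent evidence. All 29 genes of G2 and mitosis rose (29 when adjusted over the list alone), with a median log2 fold change of 0.76 (adjusted p = 2.59e-29 from limma's camera, adjusted p = 0.014 with an estimated correlation). Ndc80, of the kinetochore, rose by 1.15 (standard error 0.12) and Gtse1, expressed in G2 and S phase, by 1.03 (standard error 0.10). Of 32 S phase genes 19 rose and none fell (22 rose when adjusted over the list alone), with a median of 0.43 (adjusted p = 1.45e-14, adjusted p = 0.0248 with an estimated correlation). Of 30 cyclins, CDKs, CDK inhibitors, E2F and RB family members 11 rose and 1 fell (13 and 3 when adjusted over the list alone), with a median of 0.19 (adjusted p = 2.69e-05, adjusted p = 0.014 with an estimated correlation). Of 29 genes of synapse and neuron 24 rose (26 rose and 1 fell when adjusted over the list alone), with a median of 1.26 (adjusted p = 3.1e-26, adjusted p = 0.014 with an estimated correlation), and of 23 genes of neuroendocrine differentiation 12 rose (13 when adjusted over the list alone), with a median of 0.58 (adjusted p = 2.57e-08, adjusted p = 0.0619 with an estimated correlation). Of 28 splicing genes 3 rose, also when adjusted over the list alone, with a median of 0.16 (adjusted p = 0.00155, adjusted p = 0.106 with an estimated correlation). Within chips 2 and 4, chosen for lists after seeing the data, the medians were 1.05 and 0.68 for G2 and mitosis, 0.49 and 0.25 for S phase, 0.32 and 0.20 for the cyclin list, 1.61 and 1.28 for synapse, 0.79 and 0.42 for neuroendocrine differentiation and 0.23 and 0.11 for splicing. They were 0.84, 0.35, 0.21, 1.49, 0.69 and 0.15 in the same order with the chip as a block. The call of S phase with an estimated correlation ended with the block (adjusted p = 0.0561 with an estimated correlation), and within chip 2 no call of these lists held with it (adjusted p = 0.552 for S phase, 0.428 for G2 and mitosis and for the cyclin list, 0.304 for synapse). Within chip 4 only G2 and mitosis kept it among these 4 lists (adjusted p = 0.0236 with an estimated correlation, against 0.204 for S phase and synapse and 0.0896 for the cyclin list).

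Of 27 cytokines, chemokines and receptors none passed the test with limma, also when adjusted over the list alone. The median was −0.15 and the list was not called (adjusted p = 0.151 from limma's camera, adjusted p = 0.654 with an estimated correlation). Il13ra1, a receptor of interleukin 13, had −0.27 (adjusted p = 0.2) and the chemokine Cxcl12 −0.17 (adjusted p = 0.365). With the chip as a block, a setting chosen after seeing the data, 3 members fell and the list was lower (median −0.20, adjusted p = 0.00813 from limma's camera, adjusted p = 0.36 with an estimated correlation). Within chip 2 its adjusted p was 0.0547 and within chip 4 0.00132 (adjusted p = 0.26 with an estimated correlation). Of 20 JAK-STAT genes 1 rose and 3 fell (1 and 5 when adjusted over the list alone; adjusted p = 0.437), with Socs2, a suppressor of cytokine signalling, at 1.21 and the transcription factor Stat5a at −0.52. Of 21 interferon response genes 1 fell (median −0.02, adjusted p = 0.598), with a median of −0.10 with the block. Within chip 2 the interferon list was lower (median −0.18, adjusted p = 0.0267 from limma's camera, adjusted p = 0.808 with an estimated correlation), and within chip 4 its median was 0.09. Among markers of other cells, 0 of 17 macrophage genes passed (median −0.01, and −0.13 with the block), as well as 1 of 7 lymphocyte and 1 of 8 neutrophil genes, both lower. Within chip 4 the macrophage list was lower (median −0.20, adjusted p = 0.0423 from limma's camera, adjusted p = 0.624 with an estimated correlation), and within chip 2 its median was −0.01. Of 16 smooth muscle genes 1 fell (0 when adjusted over the list alone), with a median of −0.23 (adjusted p = 0.0291 from limma's camera, adjusted p = 0.524 with an estimated correlation), and this call ended with the chip as a block (adjusted p = 0.256).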

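Of the 207 genes higher in Early-NE, 202 were also past the threshold and higher in OPT-tm than in T30, and 0 were lower. Independent lists of these sizes would share 23.9 genes. Over all 10768 genes the fold changes of Early-NE against Early-ADC and of OPT-tm against T30 had a Pearson correlation of 0.695 and a Spearman correlation of 0.596, and 69.7% had the same sign. The comparisons share no prostate, genes are not independent replicates, and the early classes had been formed on the tumor genes. Among the 8170 genes past the threshold in neither comparison the Pearson correlation was 0.404. Of the 207 genes, 195 were lower in Early-NE than in OPT-tm at an adjusted p under 0.05 from limma and 0 were higher.

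**Figure D4:**
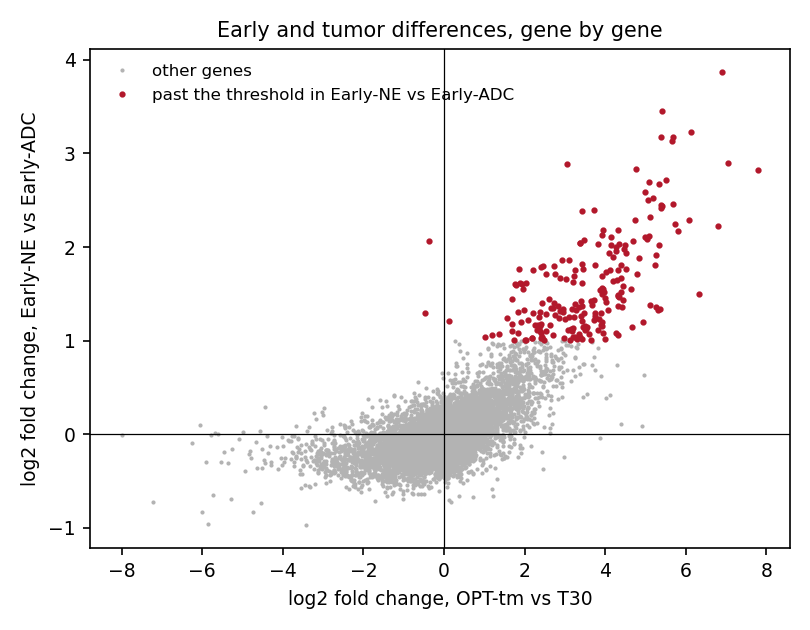
Log2 fold change of each of the 10768 genes in Early-NE against Early-ADC (vertical axis) and in OPT-tm against T30 (horizontal axis). The 207 genes past the threshold in the early comparison are red and the other genes grey. Of the red points, 202 are also past the threshold and higher in OPT-tm.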

**Figure 6:**
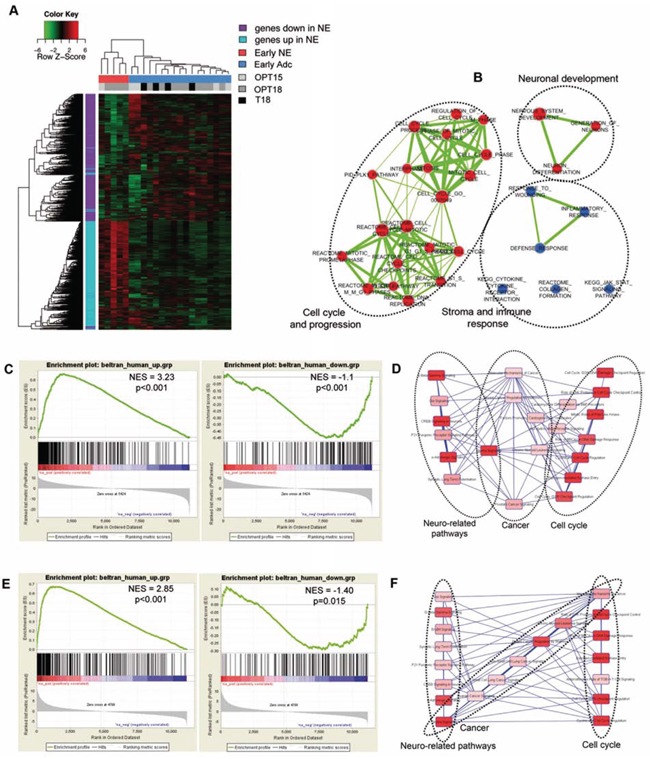
Early NE signature from OPN^−/−^TRAMP mice correlates with human NE tumors **A.** Hierarchical clustering of early samples obtained from mice free of detectable prostatic lesions (OPT^−/−^TRAMP 18 wks: light grey; OPN^−/−^TRAMP 15 wks: dark grey and TRAMP 18 wks: black). Refer to Suppl. Table 1 and Suppl. Figure 3 for detailed description of samples analyzed and flow chart of comparisons. **B.** Enrichment map showing gene sets significantly enriched in *Early-NE* compared to *Early-ADC* according to GSEA. Nodes represent gene sets. Node size is proportional to the number of genes in the gene set. Edges connect overlapping gene sets. Edge thickness indicates the size of the overlap. Red indicates up-regulation, blue indicates down-regulation. **C.** GSEA plot showing enrichment of genes up-regulated or down-regulated in human NE tumors towards genes over-expressed (left) or down-regulated (right) in OPT-tm compared to T30 mice. **D.** Canonical pathways, identified by functional analysis with IPA of the core set of genes from human NE samples leading the enrichment in NE OPT-tm samples. **E.** GSEA plot showing enrichment of genes up-regulated or down-regulated in human NE tumors towards genes over-expressed (left) or down-regulated (right) in *Early-NE* compared to *Early-ADC* samples. **F.** Canonical pathways, identified by functional analysis with IPA of the core set of genes from human NE samples leading the enrichment in *Early-NE* samples.

We were interested in asking whether the transcriptional alterations observed in our mouse models could find correlation with human tumors counterpart. As gene expression datasets containing both NE and adenocarcinoma human PCa are not publicly available we used GSEA to test whether genes previously identified as up- or down- regulated in human prostate NE tumors versus prostate adenocarcinomas [27] were positively or negatively enriched in mouse NE lesions. 

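The human gene sets of the study were not used here. In their place, 24 mouse counterparts of markers known to be high in human NE prostate cancer were listed before the data were examined. In OPT-tm 21 of them rose and none fell (21 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 1.80 (adjusted p = 2.92e-11 from limma's camera, adjusted p = 0.0179 with an estimated correlation). Ezh2, the histone methyltransferase of the Polycomb complex, rose by 1.68 (standard error 0.20). The transcription factors Hoxd13 (−1.04, adjusted p = 0.0617 from limma) and Sox2 (0.84, adjusted p = 0.313) did not pass. In Early-NE 17 rose and none fell (18 rose when adjusted over the list alone), with a median of 0.62 (adjusted p = 3.2e-15 from limma's camera, adjusted p = 0.00664 with an estimated correlation). The maintenance DNA methyltransferase Dnmt1 rose by 0.61 (standard error 0.11), and the helicase subunit Mcm2 did not pass (0.14, adjusted p = 0.375 from limma). With the chip as a block the median was 1.92 in OPT-tm, where the list was again higher but lost its call with an estimated correlation (adjusted p = 0.243), and 0.64 in Early-NE, and within chips 2 and 4 the median in Early-NE was 1.02 and 0.44 (adjusted p = 0.304 and 0.0236 with an estimated correlation). This list shares cell cycle and neuroendocrine genes with the lists described for the mouse tumors. The early classes had been formed on genes that differ between the tumors, where 21 of the 24 markers rose. A rise of the list in Early-NE was therefore largely given in advance, and its p-values there are not independent evidence.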

Results showed that genes over-expressed in NE human tumors were also positively enriched in both OPT-tm and *Early-NE* samples (Figure 6C, left, and Figure 6E, left, respectively). The core enrichment genes, accounting for the gene set's enrichment, were related to cancer, neuronal development, cell growth and cell cycle progression (Figure 6D and 6F, and Table S4 and S5), confirming the results obtained with the murine NE signatures. Conversely, genes down-regulated in NE patients were significantly negatively enriched in both OPT-tm and *Early-NE* samples while up-regulated in T30 (late adenocarcinoma) and *Early-ADC* samples (Figure 6C, right, and Figure 6E, right, respectively). 

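A second list held 16 mouse counterparts of markers of human prostate adenocarcinoma that are low in NE disease. In OPT-tm 9 of them fell and 2 rose (10 fell and 2 rose when adjusted over the list alone), with a median of −1.27 (adjusted p = 0.00115 from limma's camera, adjusted p = 0.106 with an estimated correlation). Krt8, a luminal keratin, fell by 3.56 (standard error 0.18). Rb1, the retinoblastoma tumor suppressor, rose by 1.59 (standard error 0.17) and the prostate homeobox gene Hoxb13 by 0.49 (standard error 0.13). In Early-NE 3 fell and 1 rose (4 and 1 when adjusted over the list alone), with a median of −0.20, and the list was not called (adjusted p = 0.18 from limma's camera, adjusted p = 0.524 with an estimated correlation). Spdef, an epithelial transcription factor of the prostate, had −0.44 (adjusted p = 0.05 from limma) and Yap1, the effector of Hippo signalling, −0.38 (adjusted p = 0.0381), and both fell, while Rb1 rose by 0.61 (adjusted p = 0.000838). The medians with the chip as a block were −1.19 in OPT-tm and −0.13 in Early-NE.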

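The median fold change of the human NE markers lay above 0, and that of the adenocarcinoma markers below 0, in OPT-tm and in Early-NE, and the second list was called in OPT-tm (adjusted p = 0.106 with an estimated correlation). It was called in Early-NE within chip 2 (adjusted p = 0.0442 from limma's camera, adjusted p = 0.805 with an estimated correlation), a setting chosen after seeing the data. Whether that list differed between the tumor and the early comparison was not tested. From the enrichment of the human gene sets in both kinds of sample, the paper concludes that the profiles of the mouse tumors are similar to those of human NE prostate cancers.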

Taken together these results showed that gene expression profiles of tumors arising in OPN^−/−^TRAMP mice were similar to those of human NE prostatic cancers.

## DISCUSSION

ECM confers proper architecture and function to tissues. It regulates connections and communication between cells and is responsible for the continued tissue remodeling in development or healing. Of great interest is the role of ECM in cancer, representing a tissue that does not heal [28], especially in premalignant to malignant transition [29].

OPN is an ECM non-structural protein, member of the SIBLINGs, endowed with pro-migratory and pro-angiogenic properties in transformed tissues [30] and considered a potential tumor marker [31]. In PCa its expression in primary tumors [4] and bone metastases [32] correlates with poor prognosis and its targeting has been considered a therapeutic option [33].

Despite the numerous studies, none has investigated the role of OPN at onset of PCa. The present work is the first to study the effect of OPN genetic deficiency in TRAMP, a mouse model mimicking human PCa. Considering its high expression in advanced human PCa we would have expected that OPN knockout in TRAMP mice would have delayed tumor onset or reduced tumor size. To our surprise, OPN^−/−^TRAMP mice displayed early onset and accelerated tumor development in comparison to TRAMP mice. These tumors developed as spherical masses, macroscopically detectable at 18 wks of age by echographic examination. Histopathology classified these tumors as undifferentiated and immunohistochemistry indicated the loss of AR, the retention of Tag and the gaining of synaptophysin. The same characteristics have also been described for NE tumors that seldom develop spontaneously in TRAMP mice unless stimulated by castration [12, 18]. Castration in TRAMP mice has different outcomes depending on the age of mice at surgery. Before sexual maturation it causes prostate involution and prevents neoplastic transformation [13] whereas at late stages it promotes the development of androgen independent NE tumors; which express high levels of Tag [13, 16, 34]. In OPN^−/−^TRAMP mice castration at either 6 or 12 weeks had no effect on NE tumor development, which still occurred at high rate in an hormone independent way.

We also found that proliferating Ki67 positive cells in prostates of OPN^−/−^TRAMP mice express cytoplasmic p63, thus confirming that the basal prostate compartment is transforming in OPN^−/−^TRAMP mice. This is in line with the hypothesis that NE tumors arise from basal stem-like cells in the TRAMP model [12]. The cytoplasmic staining of p63 (Figure 4D) is in agreement with human PCa, carrying a translocation of p63 from the nucleus to the cytoplasm, an event that has been correlated with increased cell proliferation and dismal prognosis [21].

Clustering analysis performed on gene lists originated by prostate samples from OPN^−/−^ TRAMP of 18 wks with US detectable NE tumors and by samples from 30 wks TRAMP with adenocarcinoma, proved the distinct nature of tumors developing early in mice deficient for OPN.

*In silico* analysis showed that genes promoting cell cycle were most up-regulated in OPN^−/−^TRAMP than TRAMP tumors. Among them CyclinE2 and E2f2 are inducible by estrogens [35], indicating their possible involvement in the development of androgen independent NE tumor [36]. CyclinD1, which promotes cell cycle progression in TRAMP adenocarcinomas [37–39], was down-regulated in NE tumors from OPN^−/−^TRAMP mice. These data are in line with the observation that up to 90% of human NE xenografts show loss of Cyclin D1 [40]. The similarity between murine and human NE tumors was corroborated by the concordant up-regulation of DDC, a biomarker for human NE PCa [41, 42].

The key genes down-regulated in our signature belong to the TGFβ pathway and encode for cytoskeletal proteins. TGFβ mediates the activity of OPN in maintaining hematopoietic stem cells quiescence in the mesenchymal BM niche [43]. Not surprisingly, it might also maintain dormant the prostatic stem cell compartment [26]. The lack of OPN in the prostate stem cell niche may inactivate the TGFβ pathway and therefore favor the escape from its anti-proliferative control, towards NE tumors development.

In keratinocytes Filamin A (FLNA), a cytoskeletal SMAD-binding protein, binds SMAD2 for effective TFGβ receptor signaling; accordingly, FLNA-deficient melanoma cells have impaired TGFβ signaling [25]. In OPN^−/−^TRAMP NE tumors, FLNA was down-regulated at gene and protein levels. SMAD3 gene and protein were also down-regulated although the residual protein was still phosphorylated. SMAD3 is a key intermediated in the TGFβ pathway [44] and its depletion cannot be overcome by SMAD2 in sustaining TGFβ–mediated cell cycle arrest and growth inhibition [45]. Accordingly, a reduced expression of SMAD3 diminishes the tumor-suppressor function of the TGFβ pathway in a model of acute T-cell lymphoblastic leukemia [46]. Overall, our data support the conclusion that deregulation of TGFβ signaling is responsible for increased tumor proliferation and aggressiveness in the OPN^−/−^ TRAMP model.

Nested class comparison between *Early-NE* vs *Early-ADC* tissues identified 184 genes that were all up-regulated in prostates from OPN−/−TRAMP at the onset of the still undetectable NE tumors, and that might contain possible biomarkers for early diagnosis.

The validation of OPN^−/−^TRAMP as a reliable model for human NE prostate cancer came from the GSEA analysis on Beltran dataset of PCa patients [27]. Indeed, genes that are up-regulated in human NE prostate cancers were also enriched in our data set from OPN^−/−^TRAMP mice. Common were the genes belonging to canonical pathway related to cancer, neuronal development, cell growth and cell cycle progression.

Modification of the genetic background has been found to change the frequency of NE tumors in TRAMP mice [47], suggesting that polymorphic germline modifier genes may favor NE tumors in this model. Here, using the same C57BL/6 genetic background, we confined to OPN the genetic difference, underscoring a role of OPN in controlling prostate NE tumor outcome. Although this study is the first to demonstrate the role of OPN in prostate tumorigenesis, another SIBLINGs member, namely SPARC, has been shown to favor the occurrence of more aggressive cancers, of undefined histotype in TRAMP mice, if deleted [48]. Altogether these data support the idea that under the same oncogenic driver (SV40 large T antigen), the ECM composition can influence the phenotype and the aggressiveness of the upcoming tumor. Conversely, in advanced PCa patients both OPN and SPARC overexpression are associated with poor prognosis and metastatic phenotype [4, 32, 49], implying that the same ECM proteins can exert different functions at different tumor stages.

## MATERIALS AND METHODS

### Mice

TRAMP mice (C57BL/6-tgN (TRAMP)8247 Ng) were kindly provided by Dr. Vincenzo Bronte (IRCCS Istituto Oncologico Veneto, Padova, Italy), under agreement with Dr. Norman Michael Greenberg (Fred Hutchinson Cancer Research Center, Seattle, USA). TRAMP mice were maintained heterozygous (TRAMP^+/−^) and screened according to [6]. OPN knockout mutant B6.129S6(Cg)-*Spp1^tm1Blh^*/J (OPN^−/−^) mice were purchased from Jackson Laboratories and intercrossed to TRAMP mice, in order to obtain congenic B6.tgN (TRAMP)8247 Ng Spp1<tm1Blh>/J (OPN^−/−^TRAMP). Female mice heterozygous for Tag (TRAMP^+/−^) and OPN^−/−^ were bred with male OPN^−/−^ mice to obtain experimental OPN^−/−^TRAMP^+/−^ mice, which were genotyped for Tag expression [6]. Mice were maintained under pathogen-free conditions at the animal facility of Fondazione IRCCS Istituto Nazionale dei Tumori. Animal experiments were authorized by the Institute Ethical Committee and performed in accordance to institutional guidelines and national law (D.lgs 26/2014). Prostate tumor growth was echo-graphically monitored using a Vevo 770 micro-ultrasound imaging system (Visualsonics Inc., Toronto, Canada) as described [50]. Castration was performed after anesthesia (100 mg/kg Ketamine, 16 mg/kg Xylazine) as described [51].

### Histology, immunohistochemistry

Prostates were fixed in formalin and embedded in paraffin. 5 μM sections were stained with Mayer-Hematoxylin and Eosin (H&E). Alternatively, after re-hydratation and antigen retrieval, immunohistochemistry was performed using the streptavidin-biotin-peroxidase complex method, and 3,3′-Diaminobenzidine tetrahydrochloride as chromogenic substrate. Primary antibodies were: Ki67 (TEC-3, Dako, Glostrup Denmark), N-cadherin (Abcam, Cambridge, MA, USA), Laminin (Biodesign, Memphis, TN, USA), Androgen Receptor (Merck Millipore, Milano, Italy) Synaptophysin (Abcam,), SV40 Tag (clone pAb101, BD Biosciences, Buccinasco Italy), OPN (AbCam). Slides were analyzed under a Leica DM2000 optical microscope equipped with a Leica DFC320 digital camera (Leica Microsystems, Milan, Italy).

### Immunofluorescence

Sections were incubated with primary antibody anti Ki67 o/n at 4°C, then washed in PBS and incubated for 1h with an Alexa-488 anti-rabbit antibody. Slides were then incubated with anti CK8 or anti p63 antibodies (Abcam) for 1h, washed and further incubated with Alexa-568 anti-mouse antibody. Sections were counter stained with DAPI and analyzed with a Microradiance 2000 (Bio-Rad Laboratories, Segrate, Italy) confocal microscope equipped with Ar (488 nm), HeNe (543 nm) and red laser diode (638 nm) lasers. Confocal images (512 × 512 pixels) were obtained using a x200, 0.5 NA Plan Fluor DIC or x600 1.4 NA oil immersion lens and analyzed using ImagePro 7.0.1 software.

### RT-qPCR

Prostates were lysed with TRIzol (Invitrogen, Life Technologies, Monza, Italy) and RNA was purified by phenol/chloroform extraction followed by loading onto RNeasy MINI kit (Qiagen, Milan, Italy). On-column DNAse treatment was performed. RNA purity and yield was assessed using NanoDrop ND-100 Spectrophotometer (NanoDrop Technologies, Wilmington, DE).

RNA was Reverse Transcribed using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). RT-qPCR reaction was prepared using TaqMan (R) Fast Universal PCR Master Mix and run on a 7900 HT Fast Real-time PCR System (Applied Biosystems, Life Technologies, Monza, Italy) as described previously [52]. The following TaqMan(R) probes were used: *Gapdh* (Mm99999915_g1), *Ccne2* (Mm00438077_m1), *Ccnd1* (Mm00432359_m1), E2f2 (Mm00624964_m1), *Ddc* (Mm00516688_m1), *Syp* (Mm00436850_m1). Expression values were normalized to internal control (Gapdh) and to control sample (TRAMP prostate) calculating the ΔΔCT.

### Western blot

Ten sections of 10 mm from frozen samples of TRAMP or OPN^−/−^TRAMP tumors were lysed, run on a 4-12% Bis-Tris Gel (Invitrogen) and transferred on a NC membrane (Amersham, GE Healthcare, Milano, Italy). Primary antibodies against Smad3, Smad2, phospho Smad2, phospho Smad3, Filamin, DDC and Syp were from Cell Signaling Technology, against β-actin from SIGMA Aldrich. Secondary HRP antibodies were goat anti-rabbit and rabbit anti-goat (Invitrogen). Densitometric analysis was performed using the ImageJ 1.48v software (http://imagej.nih.gov/ij).

### Gene expression profiling

We collected prostates from 18 wks old TRAMP mice (T18, *n* = 4), with null or minimal disease, from 30 wks old TRAMP mice (T30, *n* = 4) in which adenocarcinoma was palpable and detectable by US, from OPN^−/−^TRAMP mice of 15 or 18 wks of age (OPT15, *n* = 5 and OPT18, *n* = 9, respectively) without any detectable lesion and from 18 wks old OPN^−/−^TRAMP mice with detectable NE tumor mass (OPT18tm, *n* = 3). A detailed description of samples used for microarray comparison is in Suppl. Table 1, and a detailed flow chart depicting how samples were compared is in Suppl. Figure 3

RNA was isolated using the guanidinium thiocyanate/cesium chloride gradient method [53]. RNA concentrations were measured with the NanoDrop ND-100 Spectrophotometer (NanoDrop Technologies) while RNA quality was assessed with the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) using the RNA 6000 Nano kit (Agilent Technologies). The mean RIN value was 8.028 (SD = 0.65). RNA samples were processed for microarray hybridization by the Functional Genomics core facility at Fondazione IRCCS Istituto Nazionale dei Tumori, Milan. Briefly, 800 ng of total RNA was reverse transcribed, labeled with biotin and amplified overnight (14 hours) using the Illumina RNA TotalPrep Amplification kit (Ambion, Life Technologies, Grand Island, NY, USA) according to manufacturer's protocol. One μg of the biotinylated cRNA sample was mixed with the Hyb E1 hybridizatioin buffer containing 37.5% (w/w) formamide and then hybridized to array MouseRef-8 v2.0 Expression BeadChip (Illumina, Inc., San Diego, CA, USA) at 58°C overnight (18 hours). Array chips were washed with manufacturer's E1BC solution, stained with 1 μg/ml Cy3-streptavidine (Amersham Biosciences; GE Healthcare, Piscataway, NJ, USA) and scanned with Illumina BeadArray™ Reader.

### Microrarray data pre-processing

Raw expression data were collected from scanned images using Illumina BeadStudio v3.3.8 and processed using the *lumi* package from Bioconductor [54]. Quality control was performed on raw and processed data by evaluation of array intensity distributions, distances between arrays, and by principal component analysis for the identification of possible outliers. All samples passed quality-control procedures. Raw data were log_2_-transformed, normalized with robust spline normalization and filtered, keeping only the probes with a detection *p*-value < 0.01 in at least one sample. Among probes mapping on the same gene the most detected one was chosen. All array data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE69903.

### Microarray data analysis

Differentially expressed genes between classes were identified using the *limma* package [55]. *P*-values were corrected for multiple testing using the Benjamini-Hochberg false discovery rate method. An FDR < 0.05 and an absolute fold change ≥ 2 were used as criteria for selection of differentially expressed genes. Agglomerative hierarchical clustering was performed using average linkage and 1-Pearson's correlation coefficient as distance measure. Gene Set Enrichment Analysis (GSEA [56]) was applied to identify biological processes enriched in the different groups. Gene sets were retrieved from the c2 canonical pathways and c5 biological process collections from the MSigDB database (http://www.broadinstitute.org/gsea/msigdb/index.jsp). Significantly enriched gene sets (*p* < 0.001 and FDR< 0.05) were visualized using Cytoscape v2.8.3 and the Enrichment Map plugin [57]. Functional analyses of gene lists were generated through the use of IPA(QIAGEN, www.qiagen.com/ingenuity).

### Statistical analysis

We used GraphPad Prism software (GraphPad Software, La Jolla, CA, USA). Student's *t*-test was used for comparison of quantitative variables. Association between categorical variables was carried out using Fisher's exact test. Log-Rank test was applied for survival curves. All statistical tests were two-sided and a *p*-value <0.05 was considered significant.

## SUPPLEMENTARY FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

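Gene expression was measured in 29 mouse prostates, 1 array per mouse, on Illumina MouseRef-8 v2.0 BeadChips. They were 3 prostates of 18 wks old OPN-/-TRAMP mice with macroscopic NE tumors (OPT-tm), 4 of 30 wks old TRAMP mice (T30), 4 of 18 wks old TRAMP mice (T18), and 5 and 13 of 15 and 18 wks old OPN-/-TRAMP mice (OPT15, OPT18). The groups, mouse numbers and early classes were taken from the sample labels, which give 13 OPT18 prostates where the text of the paper gives 9. For each probe the authors deposited a signal intensity and a detection p-value as summarized by BeadStudio v3.3.8, with no normalization. The authors also deposited a table of log2 values after log2 transformation and robust spline normalization with lumi (version not given in the sources used here). Its array medians lay between 8.33 and 8.40, and within every array its values had the same ranks as the signals.

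From the signals, log2 values were taken with no background correction and quantile normalized over the 29 arrays with limma 3.58.1 in R 4.3.3. The methods of the paper name robust spline normalization, which was not installed. Of 25697 probes, 23978 were paired with 1 gene symbol, 1719 with none and 0 with several. Symbols were checked through Entrez numbers against RefSeq genes of GRCm38.p6, with 23962 probes matched and 0 symbols updated. As in the paper, probes with a detection p-value under 0.01 on at least 1 array were kept (15825 probes), and the probe detected on most arrays stood for its gene, which left 10768 genes. The share of detected probes ran from 38.7% to 51.8% per array (median 48.0%), and it was lower on chips 3 and 4 than on chips 1 and 2. No 2 arrays held identical values. Single-array depth has no counting interval, and the number of arrays limits the precision.

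Groups were compared with limma, with only the groups of a comparison in its fit. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 32 lists, and again with an estimated correlation. The lists covered S phase, G2 and mitosis, cyclins and their regulators, splicing, neuroendocrine differentiation, synapse and neuron, TGFβ pathway and TGFβ response, chromatin regulators, JAK-STAT, interferon, cytokines, hypoxia, immediate early and ribosomal genes, luminal and basal epithelium, adherens and laminin genes, SIBLING proteins with osteopontin receptors, and human NE and adenocarcinoma markers. They also covered smooth muscle, fibroblasts, endothelium, macrophages, lymphocytes, neutrophils, seminal vesicle, urothelium, skeletal muscle, adipocytes and erythrocytes. Of 682 list genes 510 were tested, 78 had no named probe and 5 were matched through a synonym. The matching of synonyms was corrected after list results had been seen. No probe is named here for Spp1, Flna or Mki67. Some other genes are not reported here.

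The lists, the comparisons, most alternatives and the rule for named genes were set before the data were examined. Named genes were those the paper names for its arrays or stains, the 10 largest rises and 10 largest falls past the threshold with no overlap between groups (5 and 5 in the closing comparisons), and up to 2 rises, 2 falls and 2 genes not passed of each list. The fold changes of Ddc, Syp and Tgfb1 and the gene counts were known from the paper. The alternatives were the authors' normalized values, background correction with neqc (offset 16), array medians set equal, other filters and probe choices, all 29 arrays in one fit, the chip as a block, other limma settings and, in groups of 5 or fewer, each mouse left out. No mouse of the larger Early-ADC groups was left out singly. Clustering used average linkage on 1 minus the Pearson correlation. On simulated data with 100 genes changed by 1.5 on the log2 scale, 94% were recovered for OPT-tm against T30, 100% for Early-NE against Early-ADC, 100% for OPT18 Early-ADC against T18, 92% for T30 against T18 and 98% for OPT-tm against Early-NE. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The human gene sets of the study and its protein and RT-qPCR measurements were not used here.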

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

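The test within 10 Mb of Spp1, the chip test of the genes lower in Early-NE, the splits that keep the chips balanced and the per-mouse gap of the mixture test were chosen only after the result was seen.

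Between OPT18 and T18 prostates of the Early-ADC class, Atp10d, a phospholipid flippase gene (1.2803), and Cox18, of mitochondrial cytochrome oxidase assembly (0.5708, under 2-fold), were higher, and Ccng2, cyclin G2 (−2.2442), and Stbd1, a glycogen-binding protein gene (−1.2737), were lower, and the paper does not report them. All 4 lie on the chromosome of Spp1 in GRCm38.p6, where none was within 10 Mb of Spp1, which was seen before this window was tested (Fisher's exact test p = 1), and 3 were within 20 Mb (p = 3.84e-05), so the extent of a linked interval stays open. All 4 of 4 kept direction and adjusted p under 0.05 from limma with the chip as a block, which argues against the chip. In mice not used for these calls (12 OPN-/-TRAMP against 4 T30), 4 of 4 differed in the same direction (exact permutation p = 0.0005495, the smallest possible, for Atp10d, Ccng2 and Stbd1, and 0.01264 for Cox18), so sequence of the donor strain along that chromosome may contribute, as a hypothesis. An effect of the loss of osteopontin itself stays open, since every such mouse carries both.

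No gene was 2-fold lower in Early-NE than in Early-ADC with limma, against 207 higher, while 1688 were lower at an unadjusted p under 0.05 and 10 were 2-fold lower after neqc. The chip as a block left 0% of the called genes lower, which argues against the chip. A candidate explanation is a share of cells like those of the OPT-tm tumors. Of the 207 genes 0 were higher than in OPT-tm, and 100 simulated mixtures gave at most 5. Since 202 of the 207 were also higher in OPT-tm than in T30, a count near 0 could arise without a mixture, so it decides nothing. The simulated mixtures gave a median of 188 genes 2-fold higher, and a median of 0 and at most 37 genes 2-fold lower, so mixtures can give this pattern. With a median estimated share of 16.5%, genes lower in OPT-tm changed by a median of −0.2159, averaged over the 5 mice, where −0.1654 was predicted. The spread set beforehand (0.2255) was 2 SD of the observed change over mice with estimated shares from 7.844% to 29.12%. It does not measure the error of the gap and would also have admitted no change at all, so this bound decides nothing, a reading made after the value was seen. Set against its own prediction, the observed change was lower in 5 of 5 mice, with a per-mouse gap of −0.0505 ± 0.0213 (SD, n = 5). The genes thus fell somewhat more than a mixture at the estimated shares predicts. The error of these shares was not carried into the gap, so a mixture is neither shown nor excluded. An early change within the epithelium stays open.

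Skeletal muscle genes were lower in T30 than in T18 (median −3.2269 over 13 genes, 11 of which fell). Each chip held 1 array of either group, so the 11 genes past the test with the chip as a block are no test of the chip. If striated muscle had been carried along in varying amounts, other genes lower in T30 could follow the muscle genes in other prostates: over 123 such genes the median correlation in 13 prostates was 0.4974 (0.0357 over all other genes), just under the 0.5 set beforehand and above the 0.2 that would exclude it, so this cannot be told apart from a change with age or tumor. The mean log2 signal of the list was 9.20 ± 0.10 (SD, n = 4) in T30 and 12.02 ± 0.52 (SD, n = 4) in T18, and in the 18 wks old OPT-tm it was 8.47 ± 0.33 (SD, n = 3), so low levels were not limited to 30 wks.

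Single samples lay far from the rest of their group in 12 of 96 sets (12.5%), each of a gene or a sample measure in a group. Were the sets independent, chance would give about 1 in 20 (4.8). They are not, since the T30 mouse of chip 1 alone accounts for 4 of the 12, so the comparison with 4.8 decides nothing. The T30 mouse of chip 1 was low for the seminal vesicle and secretory genes Svs2 (8.4764), Svs4 (9.9363), Svs5 (9.8516) and Pate14 (12.0074). The T30 mouse of chip 4 stood apart for Ddc (7.6741) and Rtn1 (9.2336). Among Early-NE, the OPT18 mouse closest to OPT-tm was high for E2f2 (12.1036) and Elavl4 (12.3531), and the OPT15 mouse was high for Ccnd1 (14.2241) and low for Slc32a1 (10.1938). The T18 mouse of chip 3 stood apart for Scgb2b27 (15.9473) and Thbs2 (9.1229).

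Among divisions of the same samples, the real one included, as many genes were called in 1 of 35 for OPT-tm against T30 (2593, highest other 153). The share was 1 of 35 for T30 against T18 (160, highest other 15) and 1 of 56 for OPT-tm against Early-NE (2340, highest other 9). The real division ranked first each time, at the smallest share that so few divisions allow (2.857%, 2.857% and 1.786%). With no adjustment over the comparisons, this argues against chance without excluding it. For Early-NE against Early-ADC the share was 1 of 100 (207, highest other 2). That says nothing of chance, since the classes were made from the same expression values. For OPT18 Early-ADC against T18 it was 2 of 100 (3, highest other 10), and the split that called 10 parted the samples by chip, with all prostates of chips 1 and 2 and 1 OPT18 mouse of chip 4 against all others of chips 3 and 4, a structure that this count leaves in. With 1 prostate of each chip in the smaller group, as in the real one, and the chip as a block, it was 1 of 90 (3, highest other 0). This argues against chance with the chips kept balanced, in a test chosen after the result was seen.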

How the results depend on the processing

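The gene lists with the chip as a block or within chips, the window of the whole chromosome of Spp1, unnamed probes kept, genes of other tissues left out and 2 OPT15 mice that stood apart left out were chosen only after the results were seen. No paired analysis was possible because mouse numbers are not shared between groups, other than by chip. Blocking on the chip pairs 1 T30 with 1 T18 array on each of 4 chips (120 genes) and 1 OPT-tm with 1 T30 array on each of 3 chips (2501 genes). Signals close to background limit genes such as Tgfb1.

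Genes called between OPT-tm and T30 stayed within 1.5 times of 2593 in every alternative, from 2409 (without the OPT-tm mouse of chip 3) to 3452 (neqc), and leave-one-out gave 2409 to 2650. Between Early-NE and Early-ADC, 388 were called with neqc, 361 within chip 2 and 125 within chip 4, of which 10, 2 and 1 were lower, and leave-one-out over the 5 Early-NE mice gave 167 to 244 with 0 lower in each. The 3 genes between OPT18 Early-ADC and T18 were 3 in every setting, leave-one-out over the 4 T18 mice 3 to 3. T30 against T18 gave 83 with array medians set equal (2 higher, 81 lower) and 386 with all 29 arrays in one fit (171 higher, 215 lower). Leave-one-out gave 91 (without the T30 mouse of chip 3) to 308 (without the T30 mouse of chip 1), and without the T18 mouse of chip 4 it was 105. OPT-tm against Early-NE gave 1921 to 3460, leave-one-out 2227 to 2508, and array medians set equal moved the median of all genes to 0.11. With an estimated correlation 2 lists were higher and 0 lower in OPT-tm, and 0 were lower in Early-NE, also 0 with the authors' values, while with the chip as a block no list passed in OPT-tm (lowest adjusted p = 0.243 with an estimated correlation). The early clusters matched 15 on all genes and 21 on z-scores, and the correlation of early and tumor fold changes was 0.404 among genes past neither threshold. For genes near Spp1, Fisher's exact p was 3.84e-05 within 20 Mb and 1.58e-05 on the whole chromosome. For all of these the cause was not tested, and the fits within chips held fewer samples.

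Directions turned in Early-NE for Sparc (0.0283 among 18 wks OPN-/-TRAMP mice), within chip 4 for Tgfbr2 (0.1703), Smad3 (0.0087), Trp63 (0.1475) and Ccnd1 (0.1509), and with the chip as a block for the mean of the macrophage (−0.1164), urothelium (−0.0686), ribosomal (−0.0364), seminal vesicle (0.028) and adherens and laminin (0.0837) lists. The median turned for urothelium (−0.04), seminal vesicle (0.03), fibroblast (−0.14) and chromatin (−0.01), and not for macrophage, ribosomal or adherens and laminin genes. None of these lists was called in either fit. Within chip 4 the macrophage, fibroblast (adjusted p = 0.00519, adjusted p = 0.327 with an estimated correlation), TGFβ response (adjusted p = 0.00519, adjusted p = 0.309 with an estimated correlation) and adipocyte lists (adjusted p = 0.0248, adjusted p = 0.26 with an estimated correlation) were lower, and within chip 2 the interferon, human adenocarcinoma and luminal lists (adjusted p = 0.0442, adjusted p = 0.756 with an estimated correlation). Other values for named genes were judged at an adjusted p under 0.05 alone, so crossings of 2-fold were not counted. In OPT-tm 634 stayed on the same side and 9 no longer passed. In Early-NE 487 stayed, 2 no longer passed and 9 newly passed. These 9 were 8 for Tgfbr1 and 1 for Smad2, at log2 fold changes of at most 0.37 and 0.38, under 2-fold. For lists 97 stayed and 31 lost their call in OPT-tm, and 119 stayed, 5 lost and 1 gained a call in Early-NE.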

Differences from the paper's values

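For Tgfb1 between OPT-tm and T30, the paper's adjusted p is 0.005 and the value here is 0.0167 from limma. None of the alternatives set before the data were examined fell within the paper's value, with 0.00885 after neqc, 0.00148 with all 29 arrays in one fit and 0.0677 with array medians set equal.

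The paper names E2f2 and Ccne2 as the cell cycle genes with the largest rises. Among genes detected in both groups E2f2 was highest here (3.01), with Ccnd1 the largest fall (−4.28), while Ccne2 (2.31) lay below Rrm2 (3.00), Top2a (2.45), Foxm1 (2.42) and Cdc25c (2.34).

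The paper describes lower pro-inflammatory processes in Early-NE from gene set enrichment. The list of 27 cytokines, chemokines and receptors was not called here (median −0.15, adjusted p = 0.151 from limma's camera). With the chip as a block, chosen after seeing the values, it was lower (adjusted p = 0.00813, adjusted p = 0.36 with an estimated correlation), as it was within chip 4 (adjusted p = 0.00132, adjusted p = 0.26 with an estimated correlation). The interferon list was lower within chip 2 (adjusted p = 0.0267, adjusted p = 0.808 with an estimated correlation), also chosen after seeing the values.

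The paper reports human adenocarcinoma genes as lower in both OPT-tm and Early-NE. The marker list used here, which is not the study's list, was lower in OPT-tm (adjusted p = 0.00115 from limma's camera, adjusted p = 0.106 with an estimated correlation) and not called in Early-NE (adjusted p = 0.18), while within chip 2, chosen after seeing the values, it was lower in Early-NE (adjusted p = 0.0442, adjusted p = 0.805 with an estimated correlation).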

Other observations

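The gene lists with the chip as a block were tested only after the results were seen. Several other gene groups differed between OPT-tm and T30. Of 14 basal epithelium genes 10 fell and 1 rose, as when adjusted over the list alone (median −1.37, adjusted p = 0.00925 from limma's camera, adjusted p = 0.237 with an estimated correlation), with Trp63, the basal transcription factor p63, at least 9.79-fold lower (fitted log2 fold change −4.05, and −5.93 after neqc). Of 22 luminal and androgen response genes 8 fell and 1 rose, also over the list alone (median −0.65, adjusted p = 0.0387, adjusted p = 0.364 with an estimated correlation). Of 21 interferon response genes 10 fell (12 when adjusted over the list alone; median −1.11; adjusted p = 0.000503, adjusted p = 0.364 with an estimated correlation), including Isg15 (−2.01), and of 27 cytokines, chemokines and receptors 13 fell (16 fell and 1 rose when adjusted over the list alone; median −0.56; adjusted p = 0.000143, adjusted p = 0.114 with an estimated correlation), including Cxcl14 (−2.73). Macrophage and lymphocyte markers were lower in the same prostates. Of 7 SIBLING proteins and osteopontin receptors 6 fell, also over the list alone (median −1.49, adjusted p = 0.00142, adjusted p = 0.108 with an estimated correlation), including the integrin Itgb5 (−1.76). Of 11 adherens, laminin and matrix genes 8 fell and 2 rose, also over the list alone (median −1.34, adjusted p = 0.0352, adjusted p = 0.32 with an estimated correlation).

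Of 18 chromatin regulators 8 rose and 1 fell, also over the list alone (median 0.66, adjusted p = 0.0483 from limma's camera, adjusted p = 0.32 with an estimated correlation), with Hmgb2, a chromatin protein of dividing cells, at 1.89. Of 20 JAK-STAT genes 7 fell and 2 rose (median −0.27, adjusted p = 0.0989). Of 13 immediate early genes 5 fell and 1 rose (7 and 1 when adjusted over the list alone; median −0.58; adjusted p = 0.0436, adjusted p = 0.364 with an estimated correlation), and of 16 ribosomal genes 1 fell (0 when adjusted over the list alone; median −0.38; adjusted p = 0.0483, adjusted p = 0.513 with an estimated correlation). Blocking on the chip ended the calls of the luminal (adjusted p = 0.0679 from limma's camera), immediate early (adjusted p = 0.0607) and ribosomal lists (adjusted p = 0.0663). Lists not called were hypoxia (median −0.28, adjusted p = 0.619), neutrophil (−0.19, adjusted p = 0.233), skeletal muscle (−0.16, adjusted p = 0.228), adipocyte (−0.19, adjusted p = 0.426) and erythrocyte (−0.51, adjusted p = 0.651).

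T30 prostates differed from T18 in 160 genes, 26 higher and 134 lower, while array medians set equal gave 2 higher and 81 lower, and all 29 arrays in one fit gave 171 higher and 215 lower. Without the T30 mouse of chip 1, 114 were higher and 194 lower, without that of chip 3, 7 and 84, and without the T18 mouse of chip 4, 14 and 91. The largest rises included the growth factor Mdk (2.97, standard error 0.58, and 2.67, 0.49 and 0.40 with its other probes) and the collagen Col1a1 (2.29, standard error 0.40), and the largest falls the secretoglobin Scgb2b27 (−6.44, standard error 0.36). Of 30 TGFβ response genes 7 rose (16 rose and 2 fell when adjusted over the list alone; median 0.74; adjusted p = 3.47e-08 from limma's camera, adjusted p = 0.173 with an estimated correlation), and of 21 fibroblast and collagen genes 3 rose (11 when adjusted over the list alone; median 1.15; adjusted p = 1.29e-09, adjusted p = 0.23 with an estimated correlation). With the chip as a block, synapse and neuron genes were lower in T30 (median −0.31, 3 fell and 0 rose, adjusted p = 2.72e-05 from limma's camera, adjusted p = 0.363 with an estimated correlation). So were genes of neuroendocrine differentiation (median −0.13, 3 fell and 0 rose, adjusted p = 0.00919, adjusted p = 0.438 with an estimated correlation). The human NE markers were not called (adjusted p = 0.847 from limma's camera).

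OPT-tm differed from Early-NE in 2340 genes, 1069 higher and 1271 lower, and with array medians set equal 1319 were higher and 1126 lower. Nnat rose by 3.55, and Cckbr, a receptor of gastrin and cholecystokinin, by 3.02. The secreted transglutaminase Tgm4 was at least 163-fold lower. All 16 smooth muscle genes fell (median −2.42, adjusted p = 8.69e-11 from limma's camera, adjusted p = 0.16 with an estimated correlation).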
